# Efficient small fragment sequencing of human, cattle, and bison miRNA, small RNA, or csRNA-seq libraries using AVITI

**DOI:** 10.1186/s12864-024-11013-7

**Published:** 2024-11-29

**Authors:** Anna L. McDonald, Andrew M. Boddicker, Marina I. Savenkova, Ian M. Brabb, Xiaodong Qi, Daniela D. Moré, Cristina W. Cunha, Junhua Zhao, Sascha H. Duttke

**Keywords:** Small RNA sequencing (sRNA-seq), Capped small RNA sequencing (csRNA-seq), AVITI, Illumina, Livestock

## Abstract

**Background:**

Next-Generation Sequencing (NGS) catalyzed breakthroughs across various scientific domains. Illumina’s sequencing by synthesis method has long been central to NGS, but new sequencing methods like Element Biosciences’ AVITI technology are emerging. AVITI is reported to offer improved signal-to-noise ratios and cost reductions. However, its reliance on rolling circle amplification, which can be affected by polymer size, raises questions about its effectiveness in sequencing small RNAs (sRNAs) such as microRNAs (miRNAs), small nucleolar RNAs (snoRNAs), and many others. These sRNAs are crucial regulators of gene expression and involved in various biological processes. Additionally, capturing capped small RNAs (csRNA-seq) is a powerful method for mapping active or “nascent” RNA polymerase II transcription initiation in tissues and clinical samples.

**Results:**

Here, we report a new protocol for seamlessly sequencing short fragments on the AVITI and demonstrate that AVITI and Illumina sequencing technologies equivalently capture human, cattle (*Bos taurus*), and bison (*Bison bison*) sRNA or csRNA sequencing libraries, increasing confidence in both sequencing approaches. Additionally, analysis of generated nascent transcription start site (TSS) data for cattle and bison revealed inaccuracies in their current genome annotations, underscoring the potential and necessity to translate small and nascent RNA sequencing methodologies to livestock.

**Conclusions:**

Our accelerated and optimized protocol bridges the advantages of AVITI sequencing with critical methods that rely on sequencing short fragments. This advance bolsters the utility of AVITI technology alongside traditional Illumina platforms, offering new opportunities for NGS applications.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-11013-7.

## Background

Next-generation sequencing (NGS) revolutionized biology and biomedicine and has led to considerable advancements in research, clinical diagnostics, and agricultural and environmental applications. Recent key contributing factors included cost-efficient sequencing, greater accessibility for researchers and clinicians, increased speed, throughput, and precision. Simultaneous analysis of numerous sequences facilitated the identification of genetic variants, aiding the understanding of diseases, population genetics, breeding, and evolutionary studies.

The Illumina sequencing by synthesis method has long been a cornerstone in NGS, but new technologies are emerging. Recently, Element Biosciences released the AVITI platform. Instead of linear library amplification and sequencing by fluorescently-labeled and reversibly-terminated nucleotides, as done by Illumina instruments, AVITI circularizes library molecules and uses rolling circle amplification, followed by sequencing using specific detector molecules called avidites. As these multivalent molecules are highly specific and bind multiple extension sites within an amplified “polony”, AVITI requires lower reagent concentrations, which translates into low sequencing costs and less background signal [1]. However, DNA circularization may be size-dependent and generally inefficient for shorter polymers, depending on circularization mechanism, especially below 150 bp [2–4].

Small RNAs (sRNAs) such as microRNAs (miRNAs), small nucleolar RNAs (snoRNAs), small interfering RNAs (siRNAs), piwi-interacting RNAs (piRNAs), and many others [5–8], are crucial regulators of gene expression and are involved in various biological processes, including development, defense against viruses and transposons, and maintenance of genome stability [4, 9–11]. Consequently, they are a fundamental area of study in molecular biology and a focus in the search for future therapeutic interventions, diagnostics, and crop improvements. In addition, capturing capped small RNAs (csRNA-seq) has emerged as a powerful method to identify sites of active or “nascent” transcription from total RNA or clinical samples [12–14]. Circulating cell-free DNA (cfDNA), which is typically around 180–200 bp in length, are also of emerging interest for diagnostics, disease monitoring, and therapeutic applications [15]. We therefore compared the AVITI and Illumina sequencing technologies in their ability to sequence small fragment libraries.

Here we present an expedited and refined protocol for short fragment sequencing with AVITI, which aligns seamlessly with commercially available sRNA library kits. We show that sequencing short fragments like sRNAs (18–60 nt in size) or initiating RNA polymerase II transcripts (csRNA-seq) [13] gives uniform results with AVITI and Illumina sequencing technologies. Moreover, generation of sRNA and the first csRNA-seq libraries in cattle and bison demonstrate the applicability of our approach in livestock. Our analyses reveal that 5’ annotations of many Reference Sequence annotations (RefSeq) for cattle and bison, but not humans, are often inaccurate. This highlights the importance of the provided experimental data as, among others, accurate transcription start sites (TSSs) are critical for successful genome engineering approaches [16, 17].

## Methods

### Cell culture, siRNA & mRNA transfections

BT474 and A375 cells were grown at 37 °C with 5% CO_2_ in DMEM (Cellgro) supplemented with 10% FBS (Gibco), and 50 U Penicillin and 50 μg Streptomycin per ml (Gibco). For total RNA isolation, cells were washed once with ice cold DPBS (Gibco), rested on ice for 5 min, washed one more time with ice cold DPBS, and then lysed in 1 ml TRIzol Reagent (Thermo Fisher Scientific). RNA was isolated as described by the manufacturer.

Animal samples were obtained from healthy, live experimental cattle that belong to and were housed at Washington State University, Pullman, WA and bison at University of Wyoming, Laramie, WY. Animal care and use followed approved national and local regulations and standards. For sampling, animals were briefly restrained in a chute with the head contained in the head gate and 2.8 ml blood was collected by venipuncture (jugular) using PAXgene Blood RNA tubes (BD Bioscience). Samples were transported on ice to the laboratory for processing. RNA was isolated using the PAXgene Blood miRNA Kit (Qiagen) as described by the manufacturer.

### sRNA and csRNA-seq library generation

Small and capped small RNA [13] libraries were generated exactly as described [18]. Small RNAs of ∼ 15–60 nt were size selected from total RNA by denaturing gel electrophoresis. 10% of these RNAs were decapped and polyphosphates reduced to monophosphates using RppH (NEB) to sequence all small RNAs.

The remainder of the size selected sRNAs was enriched for 5’-capped RNAs. Monophosphorylated RNAs were selectively degraded by one hour incubation with Terminator 5´-Phosphate-Dependent Exonuclease (Lucigen). Subsequently, RNAs were 5’ dephosporylated through 90 min incubation in total with thermostable QuickCIP (NEB) in which the samples were briefly heated to 75 °C and quickly chilled on ice at the 60 min mark. Small RNA and csRNA-seq libraries were prepared using the NEBNext Small RNA Library Prep kit with an additional RppH step [19], amplified for 13 cycles, size selected again on a 10% TBE gel for ∼ 130–180 bp (118 bp adapter length), and sequenced SE80 on either the Illumina NextSeq 2000, PE100 on the Illumina NovaSeq 6000, or PE75 on the AVITI. Only Read 1 (R1) was used in analyses.

### AVITI library conversion for sequencing

Libraries prepared from human BT474 cells as well as cattle and bison blood were diluted (8.4–11.2 fmole per flow cell) and loaded directly to the instrument for circularization on the flow cell surface by the AVITI system using the new Cloudbreak Freestyle chemistry. This process does not incorporate additional sequence to the final library.

Libraries prepared from human A375 cells were converted for sequencing on the AVITI by following the currently standard Rapid Adept PCR-free protocol (Element Biosciences, #830-00007, provided also in the supplement of this paper as “Supplemental protocol”).

In brief, two A375 libraries were pooled and 0.15 pmole linear library was denatured and hybridized to a splint oligo mix. Circularization was achieved by ligation of both library ends to a 48 nt backbone oligo sequence to form a ssDNA circular molecule. Residual linear library and splint oligo are enzymatically digested, and the reaction is stopped with an EDTA solution. This protocol utilizes a stop solution over a bead-based cleanup to prevent loss of the carefully size selected sRNA and csRNA-seq libraries.

All linear libraries were quantified by Qubit dsDNA HS assay (Thermo Fisher Scientific) paired with fragment size analysis using Tapestation D5000 High Sensitivity screentapes (Agilent). Circular libraries were quantified using a qPCR assay as part of the Rapid Adept PCR-free protocol (Supplemental protocol, Element Biosciences, #830-00007).

### Sequencing

Illumina NextSeq 2000 sequencing was performed at the Washinton State University Molecular Biology and Genomics Core and NovaSeq S6000 sequencing at UC San Diego’s IGM core.

AVITI sequencing was performed at Element Biosciences (San Diego, CA). Libraries prepared from human BT474 cells, bison, and cattle samples were sequenced using Cloudbreak Freestyle chemistry kits (Element Biosciences, #860 − 00015) with the modified recipe for short fragments (Supplemental protocol, Element Biosciences, #830-00007). Libraries prepared from human A375 cells were sequenced using the Cloudbreak chemistry kit (Element Biosciences, #860-00004).

Custom sequencing primers were added for Read 2 (R2) and Index 1 on the AVITI system to all sequencing runs. Primers were ordered from IDT with HPLC purification (Read2: 5’- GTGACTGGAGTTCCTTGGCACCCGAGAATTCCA-3’, Index1: 5’-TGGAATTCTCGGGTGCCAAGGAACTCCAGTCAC-3’) and spiked-in to the existing sequencing primer tubes at a final concentration of 1 μM following the AVITI user guide (Element Biosciences, #MA-00008).

### Data analysis

Small RNA-seq and csRNA-seq sequencing reads were trimmed of their adapter sequences using HOMER2, and sequences shorter than 20 nt discarded to ensure reliable alignment to the human genome (homerTools trim − 3 AGATCGGAAGAGCACACGTCT -mis 2 -minMatchLength 4 -min 20 {raw read}) [14]. To achieve equal read depth, fastq files were subsampled using SeqKit’s sample (version 2.5.1) [20] before alignment to the appropriate reference genome: STAR for human (STAR --genomeDir {index} --runThreadN 20 --readFilesIn {input} --outFileNamePrefix {output}. --genomeLoad NoSharedMemory --outSAMattributes NH HI AS NM MD --outSAMstrandField intronMotif --outMultimapperOrder Random --outSAMmultNmax 1 --outFilterMultimapNmax 10000 --limitOutSAMoneReadBytes 10000000) [21] and Hisat2 for livestock (hisat2 -p 30 --rna-strandness RF --dta -x {index} -U {input} -S {output}.Aligned.out.sam 2> {output}.stats) [22], given differences in annotation (.gtf) quality.

Alignment files (.sam) were converted into tag directories using HOMER2 (batchMakeTagDirectory.pl {sam_infofile.txt} -cpu 8 -genome {species genome} -omitSN -checkGC -single -r). The tagLengthDistribution.txt file in the completed tag directories contains the distribution of read lengths. Features (peaks), representing strand-specific loci with significant transcription initiation (Transcription Start Regions, TSRs) for csRNA-seq or expressed small RNAs for sRNA-seq, were defined using HOMER2’s findcsRNATSR.pl and findPeaks, respectively. A minimum read count of 20 per 10 million was required for regions to be considered in the analysis (findcsRNATSR.pl {csRNA} -o {output_dir} -i {sRNA} -genome {genome} -gtf {gtf} -ntagThreshold 20 -cpu 30, findPeaks {sRNA} -o {output_dir} -i {csRNA} -gtf {gtf} -style tsr -ntagThreshold 20) [13]. Small RNA-seq data were integrated into the csRNA-seq analysis to eliminate loci with csRNA-seq signal arising from non-initiating, high abundance RNAs captured by the method. Replicate experiments were combined for each condition before identifying features. Additional information and analysis tutorials are available at http://homer.ucsd.edu/homer/ngs/csRNAseq/index.html.

### Sequencing quality control metrics

Statistics were summarized using Bases2Fastq and FastQC [23] to assess %GC, duplicate rate, average length, and median length, and Seqtk [20] to assess percent Q30, percent Q40, and mean quality score. In the last column, SAMtools [24] was used to calculate the mismatch rate (number of mismatches / bases mapped); However, this error rate calculation holds some bias because the reference genome used for alignment is not an exact match for the samples from the human cell lines.

### Differential expression

The previous TSRs, which were combined across the two replicates for each condition, were used to create new merged files for pairwise comparisons using HOMER’s mergePeaks tool (mergePeaks {condition 1} {condition 2} -strand > mergedTSRs.txt) [25]. Raw read counts were then quantified for each of the comparisons between conditions (annotatePeaks.pl {mergedTSRs} {genome} -gtf {gtf} -strand + -fragLength 1 -raw -d {tag directories} > raw_counts.txt). The resulting output was then analyzed using DESeq2 to calculate the rlog variance stabilized counts and identify differentially regulated TSRs [26]. For comparison, differentially expressed TSRs were also calculated using edgeR [27].

To visualize the overall difference in expression levels, the HOMER annotatePeaks.pl command used previously to quantify raw counts was reused to get the rlog-transformed counts by replacing the “-raw” argument with “-rlog” [14]. These normalized counts were used for the scatterplots.

### Read histograms

RefSeq TSRswere extracted from .gtf files using “parseGTF.pl {gtf} tss > RefSeqTSRs.txt”. Histograms showing experimental TSS to RefSeq TSS were created using “annotatePeaks.pl {RefSeqTSRs} {genome} -p {experimentalTSRs} -size 500 -hist 1 -strand + > distance_to_RefSeqTSS.txt” from HOMER.

### Motif analysis

The analyis of the core promoter elements (the TATA box and the Initiator) for our experimental TSRs and RefSeq TSRs was performed using HOMER’s annotatePeaks.pl tool (annotatePeaks.pl {TSRs} {genome} -size 150 -hist 1 -m {motif} > motif_hist.txt) [25]. This tool was also used to find the nucleotide frequency plots (annotatePeaks.pl {TSRs} {genome} -size 1000 -hist 1 -di > nt_hist.txt).

### Modified bison GTF

The first column of the bison gtf file underwent an ID update to achieve consistency with the fasta genome. A key was generated, linking the old IDs to their new counterparts in the genome (Table S1). Chromosome IDs (1–29, Y) were directly replaced with their corresponding accession numbers found in the original study’s NCBI BioProject repository (PRJNA677946) [28]. For IDs labeled “scaffold_XXX,” a specific transformation was applied: 10,000,000.1 was added to the number following the underscore, and the resulting number was prefixed with “JAEQBK0.” The modified bison .gtf (GSE267848_modified_Bison_bison_liftoff.ARS-UCSC_bison1.0.gtf.gz; GEO supplementary file) was then created using the following custom code.

name_key_df = pd.read_csv(“Table_S1.csv”, dtype={“old_id”: “string”})

name_key = dict(zip(name_key_df[“old_id”], name_key_df[“new_id”]))

cols = [“gtf_id”, “source”, “feature”, “start”, ‘“end”’, “score”’, “strand”’, “frame”, “attributes”].

gtf = pd.read_csv(“Bison_bison_liftoff.ARS-UCSC_bison1.0.gtf”, sep = “\t”, header = None, names = cols, dtype={“gtf_id”: “string”})

modified_gtf = gtf.assign(gtf_id = gtf[“gtf_id”].map(name_key))

modified_gtf.to_csv(“modified_Bison_bison_liftoff.ARS-UCSC_bison1.0.gtf”, sep = “\t”, index = False, header = False, quoting = 3).

## Results

### Uniform small RNA coverage among Illumina and AVITI sequencing technologies

To overcome prior limitations, we developed and tested an optimized and accelerated protocol for AVITI short read circularization-based sequencing compatible with both the current Rapid Adept and the next generation Cloudbreak Freestyle AVITI chemistries (Fig. S1) using human cancer cells and blood from cattle and bison, two animals of agricultural importance, and compared the results to Illumina. We generated small RNA (20–60 nt) libraries, containing all mono, di, tri, 5’ capped or otherwise 5’ modified sRNAs [29], and csRNA-seq libraries, which captured capped short RNAs that are associated with active initiation of RNA polymerase II promoters and enhancers [12–14, 30–32] from each sample. Libraries were then sequenced on the Illumina NovaSeq 6000, Illumina NextSeq 2000, or the Element Biosciences AVITI platforms (Fig. 1), downsampled to an equal number of reads (Table S2), and subsequently compared.

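BT474 is a cell line from a human ductal breast carcinoma with amplified ERBB2, and A375 is a human melanoma line that carries a BRAF mutation. From each line, csRNA-seq and sRNA-seq libraries were made in 2 replicates and sequenced on AVITI and on Illumina. BT474 libraries were circularized on the AVITI flow cell and A375 libraries on the benchtop. After trimming and downsampling, the authors aligned the reads to hg38 with STAR and called loci with HOMER2, using the sRNA-seq library as the control for csRNA-seq and the csRNA-seq library as the control for sRNA-seq. A locus therefore enters a list only where it stands out from its control, and a locus that is not listed need not be silent. The deposited lists hold transcription start regions (TSRs) for csRNA-seq and expressed small RNA loci for sRNA-seq, nearly all 150 bp wide, that by their headers were called in each replicate and then joined across both. Each locus carries a score, the reads at the locus scaled to a library of 10000000 reads and averaged over the replicates that called it. The scores of single replicates are not given where both called the locus, so no test across replicates was run and no spread between replicates accompanies a score.
The paper's Table S2 gives 18898244 to 19174183 reads per BT474 library after downsampling. For A375 it gives 14181037 to 14187471 reads per csRNA-seq library and 11849207 to 16510793 per sRNA-seq library. The steps between scores in the lists correspond to fewer reads, 11799000 to 14914000 per BT474 library and 2833000 to 6578000 per A375 library, and the scores rest on the latter. A score of 20, the threshold that the authors name, thus corresponds to 24 to 30 reads in BT474, 12 or 13 reads in A375 csRNA-seq and 6 to 8 reads in A375 sRNA-seq, and the lists also hold loci with lower scores, down to 12.7. Loci of both platforms were counted as shared where they overlapped by at least 1 bp on the same strand. Levels were compared as log2 scores over loci with exactly 1 partner on the other platform. Intervals on shares of loci are 95% Wilson intervals and cover the counting of loci only. Scores were set to genes through a table of human gene positions that names no strand: TSRs on the plus strand were matched to gene starts and TSRs on the minus strand to gene ends. STAR kept 1 random alignment of each read with several, so miRNAs with identical copies can share reads.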

**Fig. 1:**
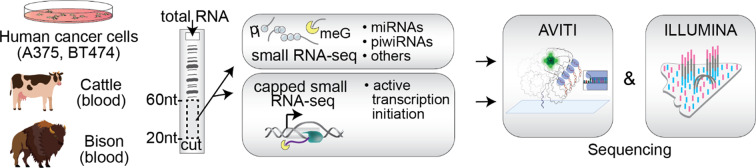
**Study design.** Small RNAs were purified from total RNA isolated from human cancer cell lines (BT474, A375), cattle and bison blood. Libraries containing all small RNAs (sRNA-seq) as well as 5’meG cap-enriched small RNAs that are associated with actively initiating RNA polymerase II (csRNA-seq) of size 20–60 nt were sequenced on the AVITI and Illumina NGS platforms

To assess potential biases, we first compared the read length distribution of aligned fragments in human BT474 and A375 cancer cells in replicate (please see methods). Samples were circularized either directly on the AVITI flow cell or on benchtop prior to sequencing, for the BT474 and A375 cells. Any technical differences between the Illumina and AVITI methods, such as bridge amplification versus rolling circle amplification, are expected to result in a linear size bias relationship across all samples. By contrast, differences arising from experimental replicates could be non-linear.

Observed differences in size distribution among the two sequencing methods did not correlate with aligned fragment length for sRNA or csRNA-seq (paired t-test, *p* > 0.99, Fig. 2A, B, Fig. S2 A, B). Concordantly, expression levels of > 852 sRNAs as well as transcripts from > 45,593 active regulatory elements, such as promoters and enhancers, captured by csRNA-seq, were highly similar across sequencing platforms (*r* = 0.9995 and *r* = 0.9998, respectively, Fig. 2C, D, Fig. S3 A, B; please see methods for quantification of expression). Indeed, differences were more pronounced between replicates on each platform than between Illumina and AVITI sequencers (Fig. S3 C, D).

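Several genes of the ERBB2 amplicon and of luminal breast epithelium had nearly the same csRNA-seq levels on both platforms in BT474 cells. GRB7, an adaptor protein encoded beside ERBB2, had a score of 8127 on AVITI and 7883 on Illumina. ERBB2, the receptor tyrosine kinase amplified in these cells, had scores of 1441 and 1479. CDH1, which encodes the epithelial adhesion protein E-cadherin, had scores of 3314 and 3068, and GRHL2, a transcription factor of epithelial cells, had 2068 and 1968. EGR1 and FOS, transcription factors induced early by growth signals, had scores of 9398 and 5103 on AVITI and of 9719 and 3931 on Illumina. For each gene the score is that of the strongest TSR within 500 bp of a gene end. As gene strand is not given, this TSR can lie at the wrong end of the gene.
AVITI listed 41527 TSRs in BT474 cells and Illumina 40859. Of the AVITI TSRs, 88.6% (88.2 to 88.9) overlapped an Illumina TSR, and of the Illumina TSRs, 90.0% (89.7 to 90.3) overlapped an AVITI TSR. Both lists joined to 45593 TSRs. For sRNA-seq, AVITI listed 754 loci, of which 92.8% (90.8 to 94.5) were shared, and Illumina 798, of which 87.7% (85.3 to 89.8) were shared. These lists joined to 852 loci. Pearson's r between the log2 scores was 0.9877 over 36727 TSRs and 0.994 over 700 sRNA loci, and Spearman's rho was 0.9787 and 0.9809. These correlations run across loci, which are not independent replicates. TSRs on a single platform were weaker than shared TSRs, with median scores of 25.2 on AVITI alone and 24.6 on Illumina alone against 71.9 and 71.3. The paper argues that both platforms capture short fragments efficiently. It rests this on its own comparisons, which include read length distributions, expression levels, differential expression, nucleotide frequencies, small RNA types and the top sRNAs. They also include GC content, mean read length, base quality and mismatch rates.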

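Several small RNAs and TSRs were called in the same replicate on both platforms and missed in the other replicate on both. SNORD44, a snoRNA encoded in an intron of GAS5, was called in replicate 2 alone on AVITI and on Illumina in BT474 cells, and in replicate 1 alone on both in A375 cells. MIR222, a miRNA transcribed from the X chromosome together with MIR221, was called in BT474 replicate 2 alone on both platforms, with scores of 151 on AVITI and 88.9 on Illumina. A TSR at MIR509-3, of an X-linked miRNA cluster active in testis, was called in BT474 replicate 1 alone on both, with 193 and 74.6.
In BT474 csRNA-seq, replicates 1 and 2 shared 72.3% (71.9 to 72.8) of their joined TSRs on AVITI and 67.7% (67.3 to 68.2) on Illumina. The platforms shared 70.2% (69.8 to 70.7) of theirs in replicate 1 and 75.1% (74.7 to 75.5) in replicate 2. The platform share of replicate 1 thus lay below the replicate share on AVITI and above that on Illumina. In BT474 sRNA-seq, the replicates shared 71.6% (68.3 to 74.7) of loci on AVITI and 72.3% (69.1 to 75.3) on Illumina, and the platforms shared 82.2% (79.2 to 84.9) in replicate 1 and 81.9% (79.1 to 84.5) in replicate 2. In A375 cells the platforms shared a larger percent of joined loci than the replicates in each comparison. The A375 replicates shared 68.3% of TSRs on AVITI and 66.8% on Illumina, and the platforms 76.0% and 77.1% in replicates 1 and 2. For A375 small RNAs the replicates shared 28.2% and 30.7%, and the platforms 47.2% and 36.0%. Such shares are bounded where lists differ in length, and the A375 replicates had 1605 and 4099 sRNA loci on AVITI. These replicates shared 1256 loci, while replicate 1 of AVITI shared 1038 with the 1634 loci of Illumina replicate 1. The order of the shares thus cannot rank replicates and platforms for A375 small RNAs. Shared TSRs of BT474 had the same centre base in 79.7% and 78.2% of cases between replicates and in 80.9% and 82.0% between platforms. The calls are compared here, since the lists give no level per replicate.

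**Figure D1:**
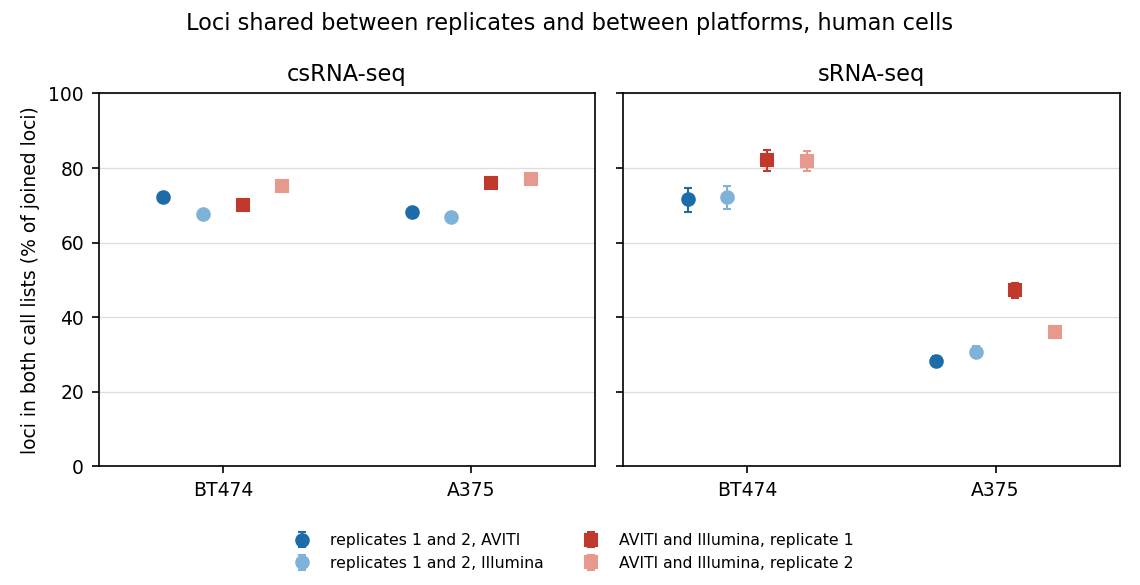
Loci called in both members of a pair, as a percent of their joined loci, for csRNA-seq and sRNA-seq of BT474 and A375 cells. Circles compare replicates 1 and 2 on a platform, squares compare the platforms within a replicate, and bars are 95% Wilson intervals. The squares lie above the circles of the same cells except for BT474 csRNA-seq, where the platform share of replicate 1 (70.2%) lies between the replicate shares (67.7% and 72.3%). For A375 sRNA-seq the replicate lists differ in length (1605 and 4099 loci on AVITI), which bounds the circles.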

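In BT474 cells, a TSR of TFF1, a secreted peptide gene induced by oestrogen in luminal breast cells, had a csRNA-seq score of 69.8 on AVITI, where replicate 2 alone called it, and 196 on Illumina, where both did. A TSR on the plus strand inside ERBB4, a receptor of the ERBB2 family, had scores of 182 in both replicates on AVITI and 29.2 in replicate 2 alone on Illumina. TSRs inside genes were named by overlap without strand, so this one need not belong to an ERBB4 transcript. A TSR inside LMX1B, a homeodomain transcription factor, had 1594 and 20.3 and was called in replicate 2 on AVITI and in replicate 1 on Illumina. The sRNA-seq locus shared by MIR451A and MIR451B had 847 and 36.6, with the same difference in replicates. MIR451A is a miRNA of red blood cells. An sRNA-seq locus inside DNMT1, which encodes the maintenance DNA methyltransferase, had 3676 and 8332 and was called in both replicates on both platforms. Among snoRNAs, which guide the modification of other RNAs, SNORD2 had 36285 and 71715 and SNORD20 had 3388 and 6266, which after centring on the median ratio of all loci is less than 2-fold.
After this centring, 60 of 36727 TSRs (0.163%) differed at least 2-fold between platforms, 27 higher on AVITI and 33 higher on Illumina. Of 700 sRNA loci, 6 (0.857%) did so, 2 higher on AVITI and 4 on Illumina. Among the 26941 TSRs called in the same replicates on both platforms, a comparison chosen after seeing the data, 21 were at least 2-fold apart. These are counts of ratios between lists, with no test behind them.
Some strong loci were listed on 1 platform only. For csRNA-seq these include a TSR at the lysine tRNA gene TRK-TTT3-1 (score 70734, AVITI, replicate 1) and a TSR beside RNU7-1, the U7 RNA of histone mRNA processing, and C12orf57 (45853, Illumina, replicate 1). For sRNA-seq they include MIR25, a miRNA of the MIR106B cluster (36097, AVITI, replicate 2), SNORD42A (4807, Illumina, replicate 2) and SNORD100 (2944, Illumina, both replicates).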

Analyzing differentially expressed loci between platforms using DEseq2 [26] revealed only 4 downregulated in Illumina data, and 19 in AVITI data for the BT474 cell line (log_2_FC, FDR 0.05; 7 and 26 downregulated and upregulated loci were identified by edgeR). Equivalently high correlations were observed among nucleotide frequencies (Fig. S2 C, D), miRNAs (21-24 nt in length) and the > 55 nt long small-nucleolar (sno)RNAs [33] (Fig. 2E, Fig. S3 E). Furthermore, the top 10 sRNAs identified from the two platforms resulted in similar expression levels that were not statistically different (Table S3).

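miRNAs known from epithelial cells had similar sRNA-seq levels on both platforms in BT474 cells. MIR182 had a score of 103279 on AVITI and 100152 on Illumina, MIR203A 79746 and 85531, MIR375 20204 and 18370, and MIR205 2417 and 2745. In A375 cells, MIR204, a miRNA of pigment cells, had scores of 494 and 487, and MIR182 had 6880 and 5290. MIR211, a miRNA encoded in the melanocyte gene TRPM1, was not called on either platform in A375 cells. SNORD144, a snoRNA on chromosome 4, had scores of 108 on AVITI and 220 on Illumina in BT474 cells.
BT474 cells had 234 miRNA loci on AVITI and 221 on Illumina, and 215 of them were paired for a Pearson's r of 0.9938 between log2 scores (rho 0.9894). Their 130 snoRNA loci on AVITI and 137 on Illumina gave an r of 0.9961 over 124 pairs (rho 0.9946). A375 cells had 249 and 252 miRNA loci, with an r of 0.9945 over 224 pairs (rho 0.9877), and 125 and 116 snoRNA loci, with an r of 0.992 over 103 pairs (rho 0.9891). In BT474 cells miRNA loci held 89.1% of the summed score on AVITI and 86.0% on Illumina, and snoRNA loci held 8.08% and 10.9%. In A375 cells miRNA loci held 83.4% and 85.7%, and snoRNA loci 11.0% and 9.45%. The median log2 ratio of AVITI over Illumina in BT474 cells was 0.07 for miRNA loci and -0.2 for snoRNA loci, against -0.06 over all loci. In A375 cells it was -0.08 and 0.18, against 0.17 over all loci. Classes were set by the genes that a locus overlaps, without strand, and nucleotide frequencies were not analysed here.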

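MIR21, a miRNA raised in many tumours, was the strongest small RNA of both cell lines on both platforms. In BT474 cells its score was 5780654 on AVITI and 5499199 on Illumina. MIR148A followed on AVITI with 299085 (286252 on Illumina), and MIR27B had 214873 and 204082. MIR200C and MIR200B, miRNAs that keep the epithelial state, had 195520 and 180981 on AVITI and 191172 and 179600 on Illumina. SNORD44 had 224912 and 334862, a log2 ratio of -0.57 and the largest of the 10 loci of BT474. Each of these 10 loci, those listed in Table S3, was among the 10 highest on both platforms, with log2 ratios from -0.57 to 0.21 and a median of 0.04.
In A375 cells MIR21 had 3517520 on AVITI and 4110574 on Illumina. MIR146A, a miRNA that dampens inflammatory signalling, had 472824 and 538774, and MIR221, which targets the cell cycle inhibitor CDKN1B, had 163755 and 166266. MIR100 had 1376184 and 827582, with the largest log2 ratio of these 10 loci, 0.73. Their log2 ratios ran from -0.29 to 0.73 with a median of -0.02. MIR27B and SNORD78, which ranked 9 and 10 on AVITI, ranked 12 and 11 on Illumina. The values of Table S3 had been seen before these loci were chosen.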

Similarly, no significant differences were observed between sequencing platforms in the average GC content of samples (paired t-test, *p* = 0.414), while the average trimmed read length of AVITI reads (25 bp) was slightly lower than Illumina (28 bp) (two sample t-test, *p* < 0.01, Table S2). Average estimated quality across all bases of trimmed reads was higher for AVITI reads than Illumina (Q = 42.4 vs. Q = 35.4, two sample t-test, *p* < 0.01, Table S2). Alignment mismatch rates were equivalent (0.09% AVITI, 0.10% Illumina, two sample t-test, *p* = 0.460). Together, these data argue that short fragments are efficiently captured by both sequencing platforms.

**Fig. 2:**
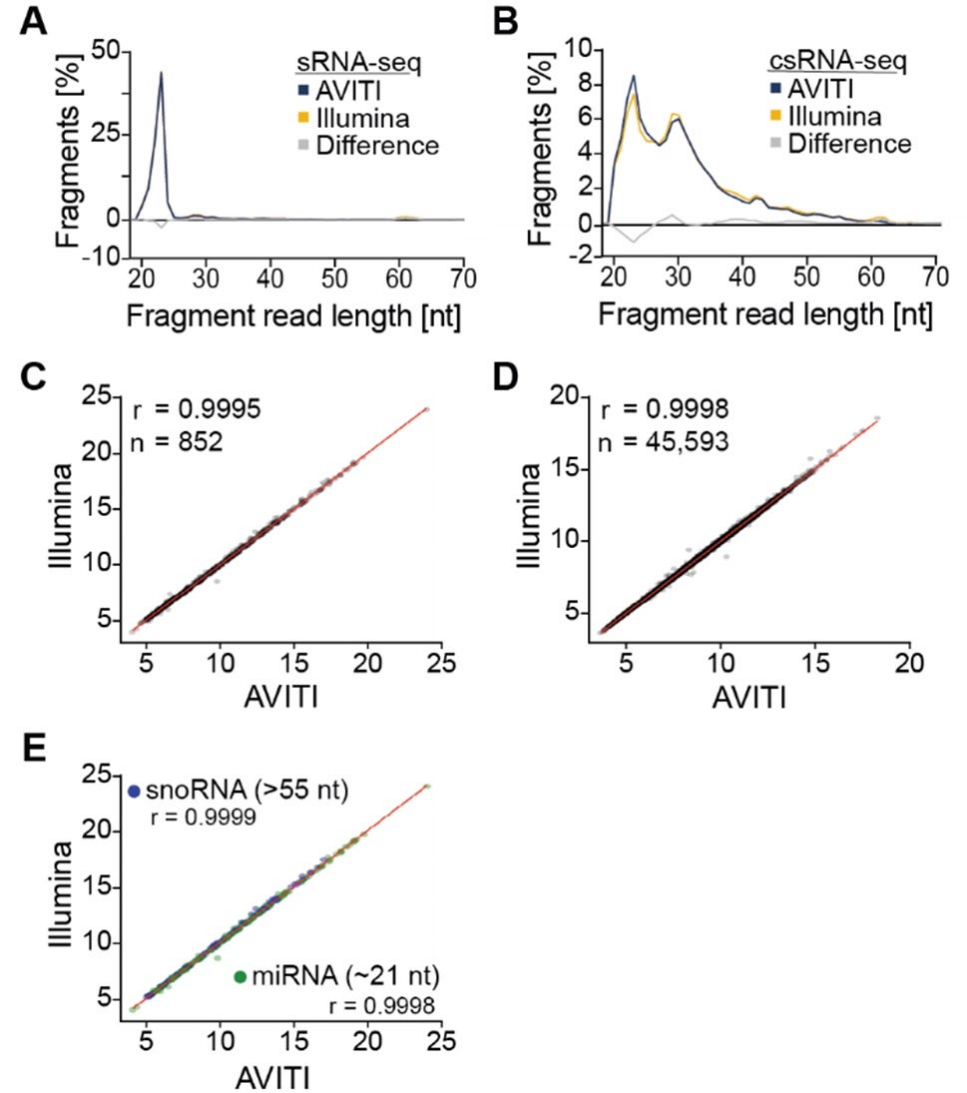
**Uniform sequencing of small and capped small RNA-seq libraries on the Illumina and AVITI platforms.** **A**. Read length distribution plots of BT474 small RNAs sequenced natively on the Illumina and the AVITI platform using the Cloudbreak Freestyle method. The area under each line sums to a total of 100%. Differences between Illumina and AVITI are plotted in grey. **B**. Read length distribution plots of BT474 cells capped small RNAs. **C**. Scatterplot comparing the expression level (rlog transformed read counts) of small RNAs and **D**. capped small RNAs using the Illumina and AVITI platform. **E**. Comparison of the detection of small RNA types of different lengths (miRNAs: 21–24; snoRNAs: 55–61 F)

### Accurate coverage of small RNAs and active TSSs in cattle and bison reveals a need to improve annotations in livestock

To test our protocol and compare the sequencing technologies in species of agricultural importance we next performed sRNA and csRNA-seq on blood collected from cattle and bison. 

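Blood of healthy cattle and bison was collected into RNA-stabilizing tubes, and csRNA-seq and sRNA-seq libraries were made in 2 replicates per species. The cattle libraries were analysed here on AVITI and Illumina, and the bison libraries on AVITI. Reads were aligned by the authors with HISAT2 to the cattle genome and to the bison genome with its modified annotation, and loci were called and joined as for the human cells. The paper's Table S2 gives 24009566 to 32101403 reads per cattle library after downsampling and 14857423 to 34353189 per bison library. The steps between scores correspond to 13145000 to 17292000 reads in 7 of the 8 cattle libraries. The cattle sRNA-seq library of replicate 2 on AVITI had too few loci of its own for this estimate. For bison they correspond to 9798000 and 4969000 reads in csRNA-seq and to 10320000 and 8714000 in sRNA-seq, so a score of 20 corresponds to 10 reads in bison csRNA-seq replicate 2. Cattle blood gave 31225 TSRs on AVITI and 33452 on Illumina, and bison blood gave 22762.
Bison TSRs were compared with the 58511 distinct 5' ends of 75153 transcripts and 27253 genes in the authors' modified annotation. The distance runs from the centre of a TSR to the nearest annotated 5' end on the same strand. For human cells, whose gene table gives no strand, plus-strand TSRs were matched to gene starts and minus-strand TSRs to gene ends. Bison TSRs were also matched to bison genes in that way, a comparison chosen after seeing the data, so that both species were measured alike. A mirrored match, with the ends exchanged, gave the share at the opposite end. Since strand is not used, that end can be the start of a gene on the other strand. Mirrored TSRs within 250 bp lay mostly downstream, with medians of 121 bp in BT474 cells, 121 bp in A375 cells and 109 bp in bison. The mirrored share is therefore not a background of chance. Distances to cattle genes were not analysed here, and cattle loci are named by position.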

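The strongest small RNA locus of cattle blood, on chromosome 27 from 36572771 to 36572921, had a score of 3540260 on AVITI and 4189849 on Illumina. A miRNA locus on chromosome 19 from 20238505 to 20238655 had 991851 and 884836, and a miRNA locus on chromosome 22 from 50970919 to 50971069 had 723459 and 621699. These loci head the cattle part of Table S3, from which their class is taken. All 3 were called in replicate 1 alone on both platforms, so these scores come from a single replicate, and on AVITI 8 of the 10 cattle loci of that table were called so. Over the 10 loci the log2 ratio of AVITI over Illumina ran from -0.24 to 0.34. Among TSRs, a locus on chromosome 17 from 53284428 to 53284578 had a csRNA-seq score of 401 on AVITI and 66.5 on Illumina and was called in both replicates on both. A TSR on chromosome 23 from 30976429 to 30976579 had 109 and 622 and was called in replicate 2 on AVITI and in replicate 1 on Illumina.
Of the AVITI TSRs of cattle, 90.2% (89.8 to 90.5) overlapped an Illumina TSR, and 84.2% (83.8 to 84.6) of the Illumina TSRs overlapped an AVITI TSR. For sRNA-seq, 85.5% (82.3 to 88.1) of 564 AVITI loci and 88.8% (85.8 to 91.2) of 543 Illumina loci were shared. The log2 scores correlated across loci with a Pearson's r of 0.9682 over 28138 TSRs (rho 0.9501) and of 0.9959 over 482 sRNA loci (rho 0.9799). At least 2-fold apart were 468 TSRs (1.66%), 148 higher on AVITI and 320 on Illumina, and 5 sRNA loci. Among the 22379 TSRs called in the same replicates on both platforms, a comparison chosen after seeing the data, 22 were 2-fold apart, against 446 of the other 5759. The cattle replicates shared 62.8% of TSRs on AVITI and 57.6% on Illumina, and the platforms shared 72.2% in replicate 1 and 76.3% in replicate 2. For small RNAs the cattle replicates shared 21.6% and 25.8%, and the platforms 78.3% in replicate 1 and 42.1% in replicate 2. Replicate 2 of cattle gave 148 sRNA loci on AVITI against 538 in replicate 1. It also gave fewer TSRs, 21907 against 28913 on AVITI. These lengths bound the shares of the replicates. On AVITI the replicates shared 122 sRNA loci, and the platforms shared 96 in replicate 2. The order of the shares thus cannot rank replicates and platforms in cattle. Distributions of read lengths were not analysed here.

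**Figure D2:**
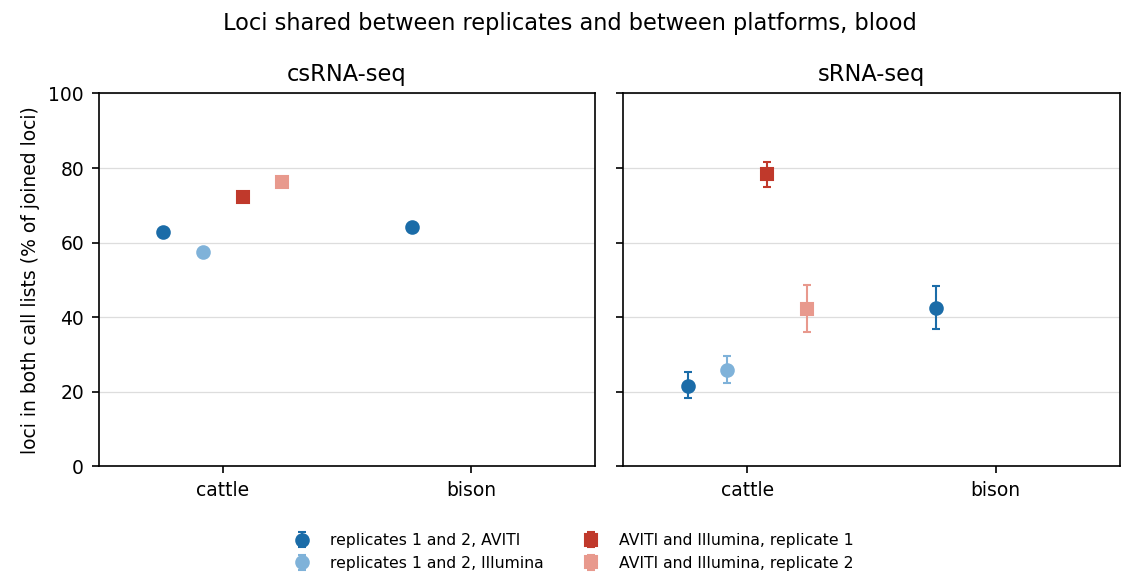
Loci called in both members of a pair, as a percent of their joined loci, in cattle and bison blood. Circles compare replicates 1 and 2 on a platform, squares compare the platforms within a replicate, and bars are 95% Wilson intervals. The bison circles are at 64.2% for csRNA-seq and 42.5% for sRNA-seq, and the cattle squares lie above the cattle circles in both assays. The cattle replicate lists differ in length (538 and 148 sRNA-seq loci on AVITI), which bounds the cattle circles.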

Consistently, we observed similar size profiles and sequencing distributions with either Illumina or AVITI sequencing methods (paired t-test, *p* = 0.99, Fig. S4).

During our analyses, we observed notable inconsistencies among our experimental TSS data and many annotated 5’ ends of genes in cattle and bison but importantly, not human (Fig. 3A-C, Fig. S5 A, B; human: GCF_000001405.40, cattle: GCF_002263795.2, bison: modified_GCA_018282365.1). 

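TSRs of human cells lay at annotated gene ends more often than TSRs of bison blood. Of the TSRs within 250 bp of a gene end, 32.9% (32.1 to 33.8) in BT474 cells and 32.4% (31.6 to 33.2) in A375 cells lay within 5 bp of it, against 11.8% (11.1 to 12.6) in bison under the same match. Exactly at the annotated base lay 21.3%, 19.9% and 4.0% of them. Among strong bison TSRs, that of BTG1, an antiproliferative gene of resting lymphocytes, had a score of 18547 and lay 0 bp from the annotated end. That of HIST1H2AC, a replication-dependent histone gene, had a score of 15816 and lay 5 bp upstream (-5). That of IER5, an immediate early gene, had a score of 34043 and lay 23 bp downstream.
The median position of the TSRs was 7 bp downstream of the gene end in BT474 cells, 6 bp in A375 cells and 29 bp in bison. With the mirrored match, at most 0.94% of TSRs within 250 bp lay within 5 bp of an end in any of the 3 materials. When the TSR was placed at its most upstream base, the human medians moved to -68 and -71 bp, since this base lies well ahead of the centre of a 150 bp interval. The shares within 5 bp were then 2.18% in BT474 and 1.51% in A375 cells against 3.94% in bison under the same match. This comparison was also chosen after seeing the data, and it cannot test the order of the shares. It moves nearly all TSRs by the same distance, so those at the annotated base leave the 5 bp window. A larger share of human than of bison TSRs lay at that base. Under the transcript match, which uses strand and every annotated 5' end of bison, 20.5% (19.7 to 21.3) lay within 5 bp and the median was 5 bp. The human table has 1 start and 1 end per gene, so this match has no human counterpart here.

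**Figure D3:**
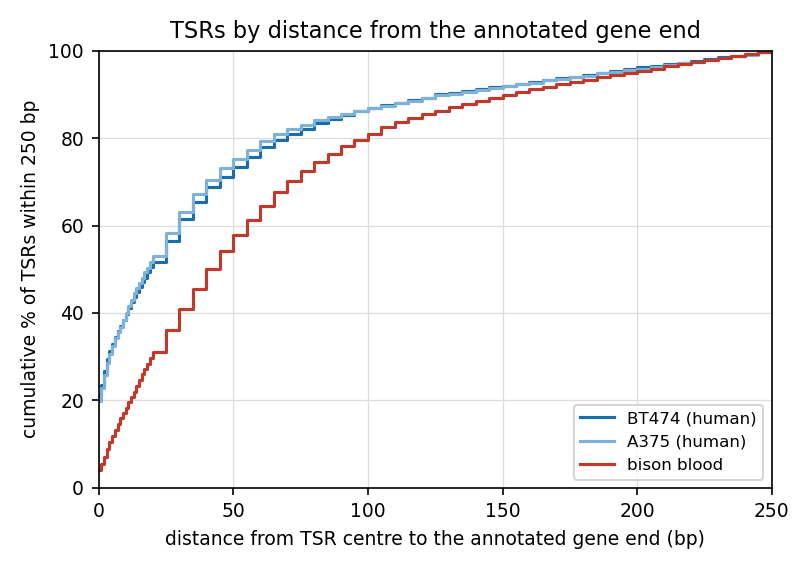
Cumulative percent of the TSRs within 250 bp of an annotated gene end by their distance from it in bp, on AVITI, for BT474 cells (11372 TSRs), A375 cells (13083) and bison blood (7783), matched without strand information in each. The human lines lie above the bison line at short distances and meet it at 250 bp.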

Many TSSs were within 100 bp of RefSeq 5’ annotations (39.7% in cattle and and 45.5% in bison), suggesting quality annotation of coding regions. However, genic 5’ ends and promoters were often inaccurate. 

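In bison blood, 8360 of 22762 TSRs, 36.7% (36.1 to 37.4), lay within 100 bp of an annotated transcript 5' end on the same strand. Near annotated 3' ends, used as background, 0.514% (0.429 to 0.616) did so. Genes of white blood cells were among those with a TSR near an annotated 5' end. The alarmin genes S100A12 and S100A8, expressed by neutrophils, had scores of 4645 and 3792. CXCR1, the receptor for interleukin 8, had 1620. Among lymphocyte genes, CD3D, a chain of the T cell receptor complex, had 575, and PAX5, the transcription factor that maintains B cell identity, had 611. PF4 and PPBP, chemokines of platelet granules, had 523 and 484. The scores are those of the strongest TSR within 500 bp of an annotated 5' end of the gene, and 9234 of 27253 annotated genes had such a TSR. Within 1000 bp of an annotated 5' end lay 49.7% of the TSRs, and of the TSRs within 250 bp, 29.5% were more than 5 bp upstream and 50.0% more than 5 bp downstream. Under the gene match without strand, 27.7% of bison TSRs lay within 100 bp (7.04% mirrored), against 23.8% (5.18%) in BT474 cells and 18.1% (4.51%) in A375 cells. These shares also depend on how many TSRs lie at enhancers and other sites away from genes. Distances of cattle TSRs to annotated ends were not analysed here.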

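For several strongly transcribed bison genes the strongest nearby TSR lay away from every annotated 5' end. RPL3, a protein of the large ribosomal subunit, had its strongest TSR 484 bp downstream of its annotated end on chromosome 5, with a score of 15905 in 1 replicate. TUBA1B, an alpha tubulin, had its strongest TSR 120 bp downstream of the annotated end, with a score of 7180 in both replicates. BRD2, a chromatin reader that binds acetylated histones, had its strongest TSR 714 bp upstream (-714) of the nearest of 12 annotated ends, with a score of 3420. The TSR 400 bp downstream of an annotated end of AGBL5, with a score of 8511, lies within 100 bp of the annotated start of a tyrosine tRNA gene.
Of 9649 bison genes with a TSR within 1000 bp of an annotated 5' end, 2041 or 21.2% (20.3 to 22.0) had their strongest TSR more than 100 bp from all of them, at a median distance of 280 bp. It lay downstream in 1130 genes and upstream in 911. Annotated ends of curated transcripts that had a TSR within 250 bp had one within 5 bp in 21.6% of 5758 cases (20.6 to 22.7). For predicted transcripts this was 7.15% of 12483 (6.71 to 7.61). A strong TSR near a gene can belong to another transcript, as for AGBL5, and the lists do not link TSRs to transcripts. The paper concludes from core promoter elements and nucleotide frequencies, which were not analysed here, that its experimental TSSs are more accurate than the annotated ends.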

Since accurate 5’ annotations are an essential part of many analyses, including genome engineering [16, 17] or decoding gene regulatory programs [14, 34], and to our knowledge, our study presents the first nascent TSS data for cattle and bison, we investigated the differences further.

It is important to note that TSSs often change across tissues and cell types, making it difficult for a single annotation to accurately capture all this variation [16]. However, computational prediction of gene 5’ ends, and to some extent even the mapping of mature processed transcripts rather than nascent ones, has been shown to introduce annotation inaccuracies [35, 36]. To address these discrepancies, we analyzed unbiased biological features, such as core promoter elements and TSS-proximal nucleotide frequencies. This analysis demonstrated a clear improvement in the accuracy of our experimentally determined TSSs compared to RefSeq annotations.

Core promoter elements anchor and dictate the site of RNA polymerase initiation. Consequently, they are highly positionally enriched: the TATA box at -31 to -26 and the Initiator from − 2 to + 4, relative to the TSS [37, 38]. In addition to the increased information content in the TSS-proximate nucleotide frequencies (Fig. S6), the TATA box and Initiator core promoter elements were found at the expected positions in the human RefSeq and in our experimental TSS data, but not in the cattle and bison RefSeq annotations (Fig. 3D-I, Fig. S5 C, D). Together, these observations provide an independent validation for our experimental TSS data, stress their importance and the need to improve the genome annotations in these agriculturally important species.

**Fig. 3:**
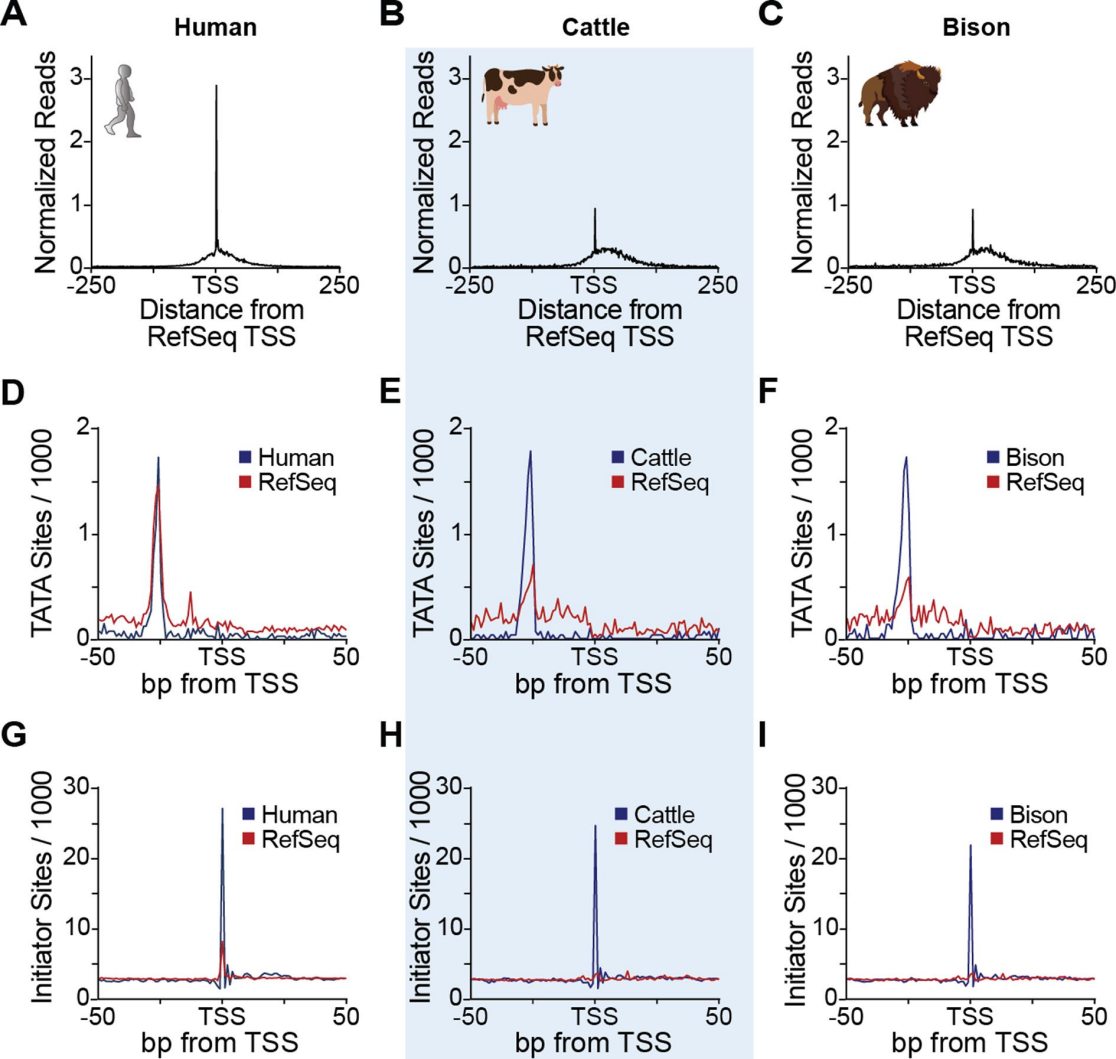
**csRNA-seq facilitates improved genome annotations.** (**A**) Comparison of experimentally defined TSSs from human BT474 cancer cells, (**B**) cattle, and (**C**) bison by csRNA-seq sequenced using AVITI relative to the RefSeq annotation. (**D**) Comparison of the frequency of TATA box sites per 1000 bp between our experimental TSS and RefSeq for human, (**E**) cattle, and (**F**) bison. (**G**) Comparison of the frequency of Initiator sites per 1000 bp between our experimental TSS and RefSeq for human, (**H**) cattle, and (**I**) bison

## Discussion

Here, we provide a protocol for sequencing short sequences such as miRNAs, snoRNAs, or csRNAs on the AVITI platform and demonstrate uniform results to Illumina sequencing. Given their similar properties, it is likely that other classes of small RNAs like siRNAs, piRNAs, repeat-associated small interfering RNAs (rasiRNAs) [5], tRNA halves (tiRNA), tRNA-Derived Fragments (tRF), as well as many others [6–8], can also be readily assayed.

Sequencing on the AVITI requires library circularization, which can be performed on the benchtop prior to sequencing, or directly on the flow cell surface post-library loading (Fig. S1). Both benchtop circularization (A375 samples) and flow cell surface circularization (BT474, bison, and cattle samples) methods were tested and shown to be concordant with Illumina data (Fig. S2, Fig. S4). Therefore, both methods can be used. 

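In A375 cells, whose libraries were circularized on the benchtop, several genes of melanoma cells had similar csRNA-seq levels on both platforms. SOX10, a transcription factor of the melanocyte lineage, had a score of 1296 on AVITI and 1406 on Illumina, and MITF, the master regulator of melanocytes, had 87.5 and 112. The MITF scores are for TSRs at the outer ends of the gene, where BT474 cells also had 31.0 on AVITI. Starts inside the gene were not measured, so these scores need not reflect its melanocyte activity. SERPINE2, a secreted protease inhibitor, had 1213 and 1128. FOSL1, a subunit of the AP-1 transcription factor, had 599 and 565, and AXL, a receptor tyrosine kinase of dedifferentiated melanoma, had 98.8 and 72.6. FOSL1 had TSRs at both gene ends, so its scores can come from the wrong end. TYR, of the melanocyte lineage, was called on AVITI and not on Illumina. SLC16A1, a lactate transporter, differed more, with a TSR scored 131 on AVITI in replicate 2 and 1049 on Illumina in both replicates. Among small RNAs, a locus inside C10orf53 had 972 and 48.6, and the mitochondrial leucine tRNA TRNL1 had 7422 and 1772, each called in both replicates on AVITI and in replicate 1 alone on Illumina. SNORD81 (27683) was listed on AVITI only, and RMRP, the RNA of RNase MRP (26700), on Illumina only.
Of 62646 AVITI TSRs and 63167 Illumina TSRs of A375 cells, 88.4% (88.2 to 88.7) and 87.7% (87.4 to 87.9) overlapped a TSR of the other platform. Over 55131 pairs Pearson's r was 0.9698 and Spearman's rho 0.9327, and 321 pairs (0.582%) were at least 2-fold apart. For sRNA-seq, 52.2% (50.8 to 53.7) of 4448 AVITI loci and 65.3% (63.7 to 66.8) of 3560 Illumina loci were shared. Over 2316 sRNA pairs r was 0.9702 and rho 0.867, and 132 (5.7%) were at least 2-fold apart. Among pairs called in the same replicates on both platforms, a comparison chosen after seeing the data, 165 of 45462 TSRs and 46 of 1563 sRNA loci were. Loci that overlap only protein-coding genes made up 84.9% of the AVITI and 81.2% of the Illumina loci, and 47.1% and 61.5% of these were shared. Benchtop and flow cell circularization were used on different cells, so the difference between them was not tested. The paper concludes that both methods can be used.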

While benchtop circularization allows for additional library quality control, flow cell circularization simplifies the workflow and reduces hands on time and sample input requirements (Fig. S1). We hence recommend flow cell circularization for routine applications. These findings underscore the adaptability of the AVITI rolling circle amplification strategy to a wide range of library sizes, from inserts > 1000 bp (Carroll et al., *in preparation*) to ≤ 20 bp fragments, as demonstrated here.

In addition, our study generated sRNA and nascent TSS data for human BT474 and A375 cells, as well as the first data of such kind for cattle and bison, thereby enriching publicly available resources for the scientific community. Analysis of these data not only demonstrated the utility of csRNA-seq and AVITI sequencing in livestock but also their necessity. While annotated 5’ ends of genes largely agreed with nascent TSSs in well studied organisms, like humans, clear differences were observed in cattle and bison. Our experimental TSSs improve upon RefSeq by revealing biological features such as position-constrained core promoter elements [39, 40]. This is also important as accurate TSSs and targeting of the promoter is critical for genome engineering efforts [16, 41].

The use of multivalent avidites to detect bases on AVITI further resulted in higher sequencing quality metrics compared to Illumina (Table S2). However, sequence polymorphisms among the utilized cell lines or individual bison and cattle as well as the specific reference genomes, dominated alignment rates, making this difference negligible for sRNAs. Therefore, our study not only provides a new protocol to sequence small sequences polymers on the AVITI and nascent TSSs for bison and cattle, but also highlights the possibility of studying these small molecules on either the AVITI or Illumina platform, increasing flexibility for researchers and, by demonstrating uniformity, validating both methods.

## Conclusions

Our demonstration of an accelerated and optimized circularization and sequencing protocol bridges the advantages of AVITI sequencing and methods that rely on sequencing short fragments such as sRNA-seq, miRNA-seq, or csRNA-seq.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

All next-generation-sequencing (NGS) data are available at NCBI Gene Expression Omnibus with the accession number GSE267848. Other data that support the findings of this study are available from the corresponding author upon request.

## Abbreviations

cfDNA: Cell-free DNA
csRNA: Capped small RNA
miRNA: MicroRNA
ncRNA: Non-coding RNA
NGS: Next-Generation Sequencing
piRNA: Piwi-interacting RNA
rasiRNA: Repeat-associated small interfering RNA
siRNA: Small interfering RNA
snoRNA: Small nucleolar RNA
sRNA: Small RNA
tiRNA: TRNA halves
tRF: TRNA-Derived Fragments
tRNA: Transfer RNA
TSR: Transcription start region
TSS: Transcription start site

# Supplementary material for: Efficient small fragment sequencing of human, cattle, and bison miRNA, small RNA, or csRNA-seq libraries using AVITI
**Source:** BMC Genomics. 2024 Nov 29;25:1157. doi: 10.1186/s12864-024-11013-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

**SUPPLEMENTAL FIGURES**

**Efficient small fragment sequencing of human, cattle, and bison miRNA, small RNA or csRNA-seq libraries using AVITI**

Anna L. McDonald ^a^, Andrew M. Boddicker ^b^, Marina I. Savenkova ^a^, Ian M. Brabb ^a^, Xiaodong Qi ^b^, Daniela D. Moré ^c,d^, Cristina W. Cunha ^c,d^, Junhua Zhao ^b^, Sascha H. Duttke ^a*^

^b^ Element Biosciences, San Diego, CA, USA

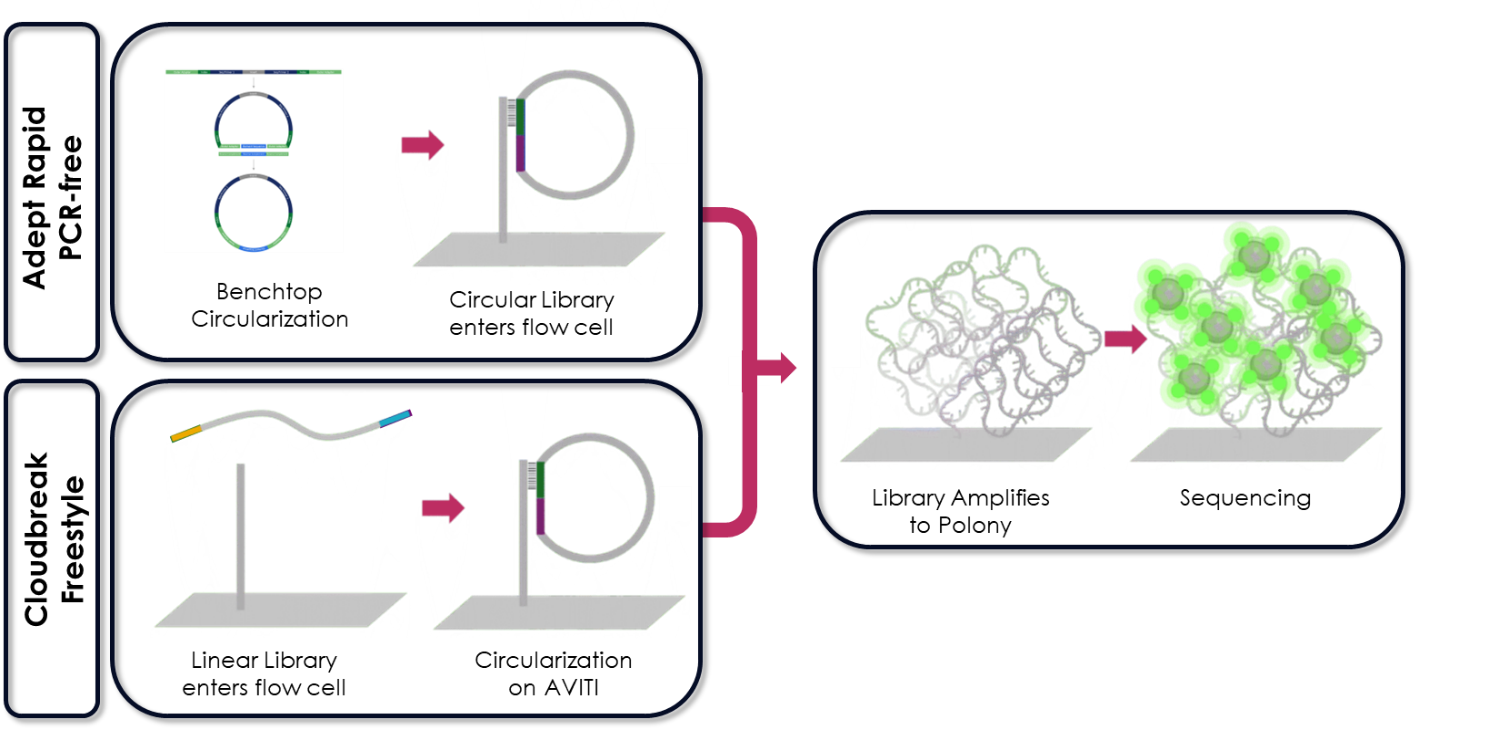

**Fig. S1:** **Overview of optimized small DNA fragment sequencing workflow using AVITI.** Both circularization methods for AVITI sequencing require the same standard sequencing library preparation as input. Adept Rapid PCR-free uses benchtop circularization, requires 10 minutes of hands-on time and 40 minutes of total assay time, including the recommended additional quality control prior to sequencing. Cloudbreak Freestyle circularizes libraries on AVITI and does not require any additional library modification or quality control before sequencing.

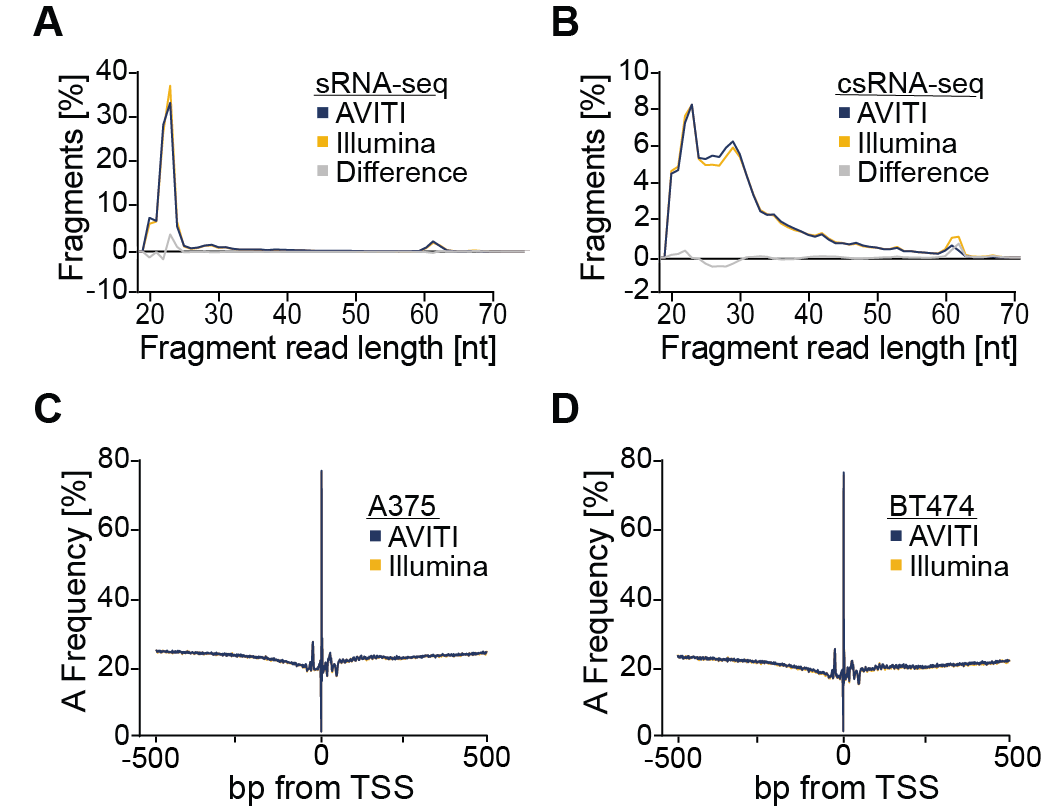

**Fig. S2: Additional comparisons of fragment length and nucleotide biases.** **A**. Read length distribution plots of A375 small RNAs sequenced on the Illumina and after benchtop circularization (Adept Rapid PCR-free) on the AVITI platform. The area under each line sums to a total of 100%. Differences between Illumina and AVITI are plotted in grey. **B**. Read length distribution plots of A375 capped small RNAs. **C**. An adenine nucleotide frequency plot of TSSs from Illumina and AVITI for A375 and **D.** BT474 human cancer cells.

**Fig. S3: Correlation among libraries sequenced using AVITI and Illumina. A.** Scatterplot comparing the expression level of A375 small RNAs and **B**. capped small RNAs using the Illumina and AVITI platform. **C.** Scatterplot comparing the expression level among replicates of BT474 small RNAs and **D.** capped small RNAs using the Illumina and AVITI platform. **E**. Comparison of the detection of A375 small RNA types of different lengths (miRNAs: 21-24; snoRNAs: 55-61).

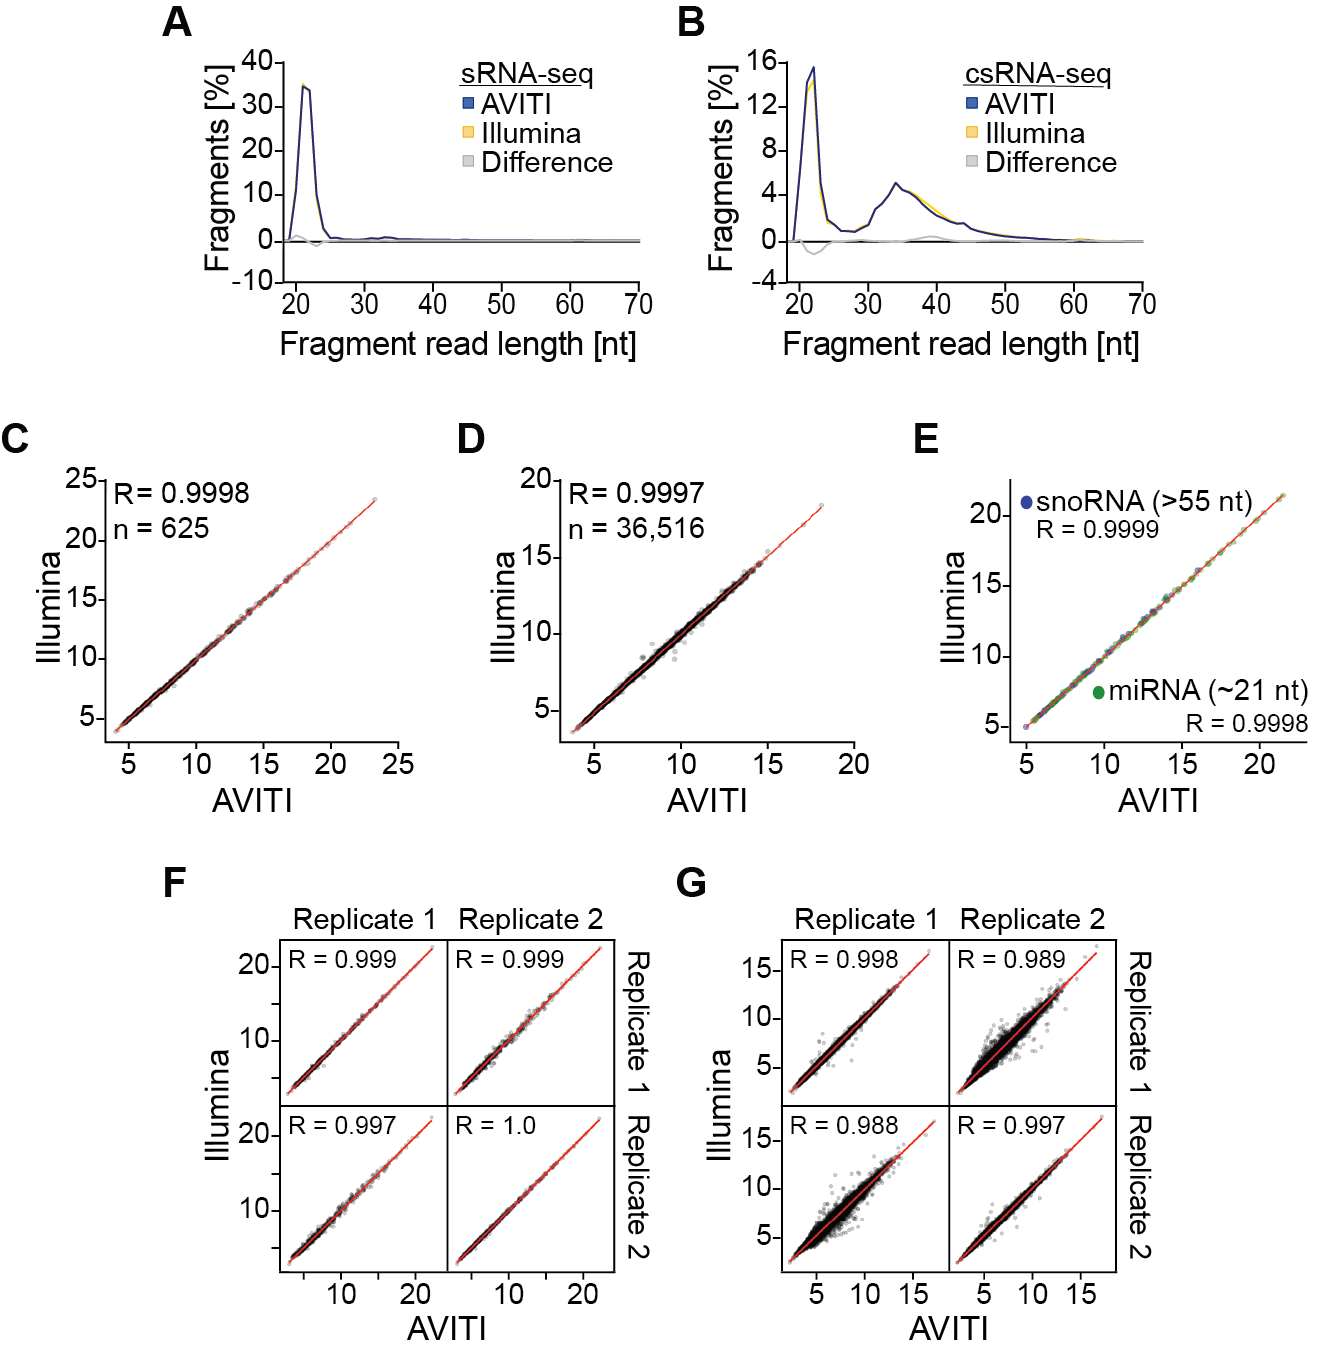

**Fig. S4: Correlation among libraries generated for cattle sequenced using AVITI and Illumina. A.** Read length distribution plots of cattle small RNAs sequenced on the Illumina and AVITI platform. Each graph sums up to 100% except the grey graph which denotes the difference between Illumina and AVITI. **B.** Read length distribution plots of cattle capped small RNAs. **C**. Scatterplot comparing the expression level of small RNAs and **D**. capped small RNAs using the Illumina and AVITI platform. **E**. Comparison of the detection of small RNA types of different lengths (miRNAs: 21-24; snoRNAs: 55-61). **F.** Scatterplot comparing the expression level among replicates of cattle small RNAs and **G.** capped small RNAs using the Illumina and AVITI platform.

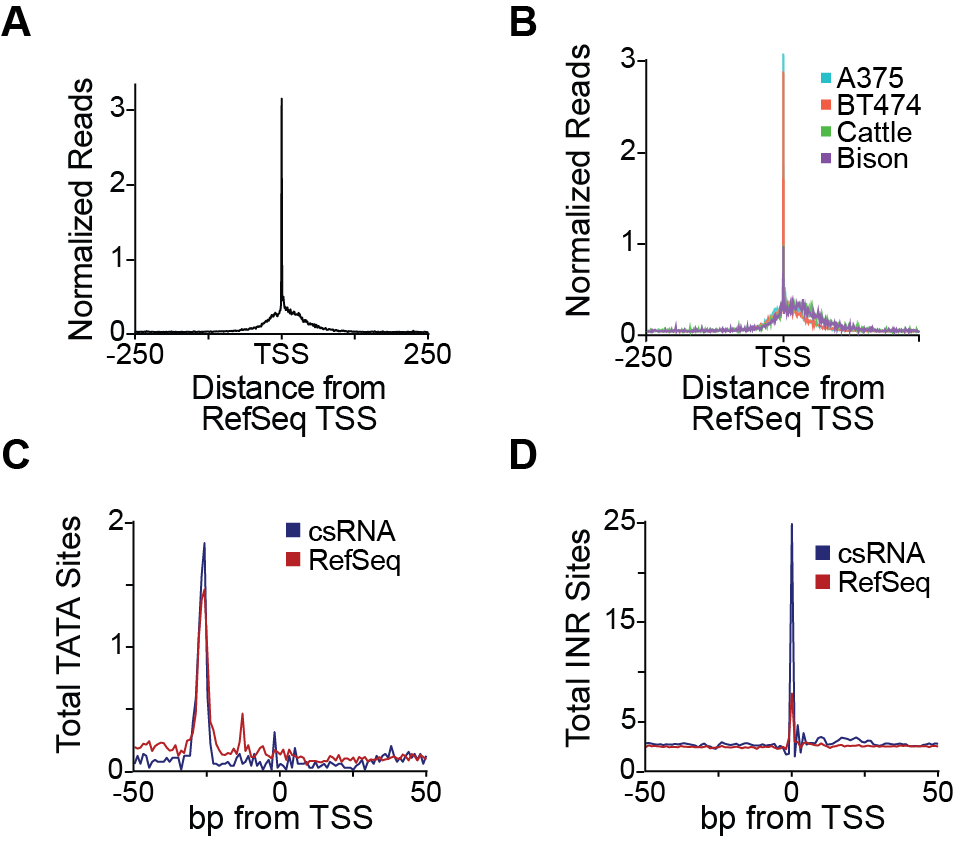

**Fig. S5: csRNA-seq could be used to improve 5’ annotations of livestock genes. A.** Comparison of experimentally defined TSSs from A375 by csRNA-seq relative to the human RefSeq annotation and **B.** all comparison of experimentally defined TSS from the respective RefSeq. **C.** Comparison of the frequency of TATA box sites and **D.** Initiator sites per 1000 bp between our experimental TSS and RefSeq for A375**.**

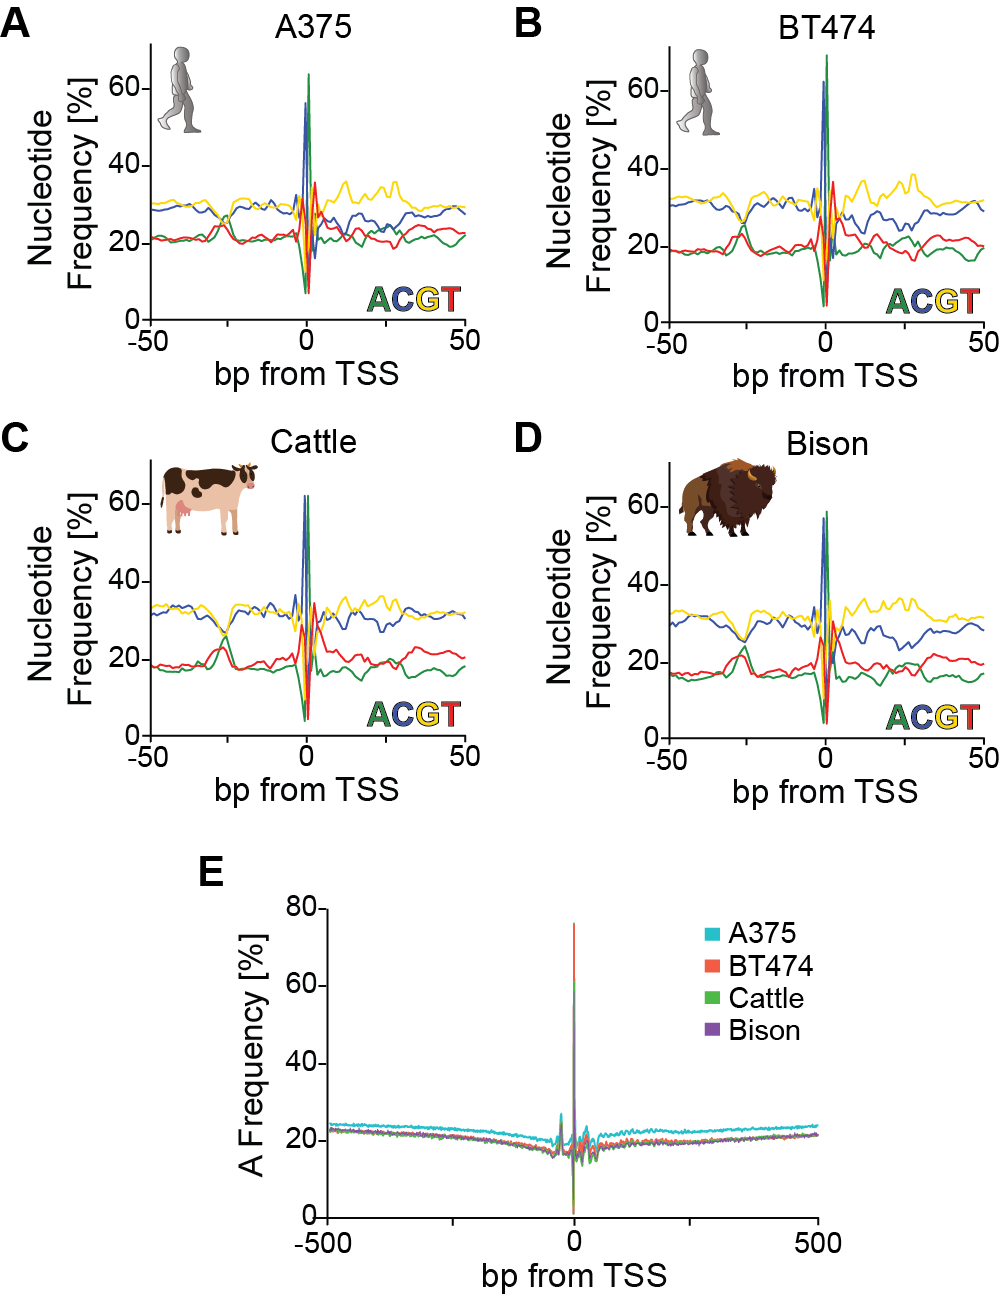

**Fig. S6: Nucleotide frequencies near human, cattle and bison transcription start sites experimentally defined by csRNA-seq. A.** Nucleotide frequency plots of TSSs in human A375 cancer cells, **B.** human BT474 cancer cells, **C.** cattle, and **D.** bison. **E.** Combined adenine nucleotide frequency plot for each species and cell line.

How the deposited data were processed for this re-analysis (not part of the article)

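Small RNA of human BT474 breast cancer cells, human A375 melanoma cells, cattle blood and bison blood was sequenced as csRNA-seq, which captures capped small RNAs at transcription start sites, and as sRNA-seq, which captures all small RNAs. The 28 libraries analysed here form 14 conditions of 2 replicates each: every human and cattle material on AVITI and on Illumina, and bison on AVITI. Conditions and replicate numbers were taken from the sample labels. Other libraries that the paper mentions were not analysed here.

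The authors trimmed adapters and dropped short reads with HOMER2, downsampled with SeqKit, and aligned with STAR 2.7.10a to hg38 for human samples and with HISAT2 2.2.1 for cattle and bison. They called TSRs with findcsRNATSR.pl and sRNA loci with findPeaks, with the other assay of the same sample as control. As deposited by the authors, each list gives the position, strand and score of a locus, where the score is the normalized number of reads at the locus on a scale of 10000000 reads. The paper's Methods state that replicates were combined before loci were identified, while the header of each list shows that loci were called in each replicate and then joined by strand. The paper's section on differential expression describes the TSRs themselves as combined over replicates, which could also mean joined calls. The comparisons of replicates here rest on the header, and this conflict was not resolved. The score of a joined locus is the mean over the replicates that called it, so a replicate that missed the locus does not lower it. This reading rests on csRNA-seq loci called in 1 replicate on 1 platform and in both on the other, whose median log2 ratio lay between -0.47 and 0.43 and not near -1, where counting the missed replicate as 0 would put it. The score of 1 read was estimated from the steps between the scores of loci called in 1 replicate. Each list is normalized on its own, so loci at least 2-fold apart were counted from ratios relative to the median ratio. Other levels are given side by side. The log2 ratios of the Table S3 loci and of the small RNA classes were not centred, nor were the differences between cell lines.

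Loci of both platforms were joined at an overlap of at least 1 bp on the same strand. Shares of loci carry 95% Wilson intervals, which cover the counting of loci and not the spread between replicates. Pearson's r and Spearman's rho were computed over the log2 scores of loci with exactly 1 partner. Loci at least 2-fold apart were counted after subtracting the median log2 ratio. The lists give no level per replicate where both replicates called a locus, so platforms were compared without a test across replicates and edgeR and DESeq2 were not run. Calls of single replicates were compared between replicates and between platforms as shares of the joined loci. No locus was filtered out beyond the authors' threshold.

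Human genes came from a RefSeq table of 59716 gene positions without strand. Plus-strand TSRs were matched to gene starts and minus-strand TSRs to gene ends, and a mirrored match exchanged the ends. The mirrored match can meet starts of genes on the other strand, so it is not a background of chance. Bison genes and transcripts came from the modified annotation that the authors deposited. The share of TSRs within 100 bp of an annotated 5' end, the share within 5 bp among those within 250 bp, and the median signed offset, positive downstream, were computed from the centre of each TSR. The level of a gene was the score of its strongest TSR within 500 bp of a gene end (human) or annotated 5' end (bison). Human levels can therefore come from the wrong end of a gene. FOSL1 and SPDEF had TSRs at both ends, as did 19 genes of the histone list. Small RNA loci were classed by the genes they overlap. No genome sequence was used here, so the Initiator, the TATA box and nucleotide frequencies were not analysed, nor were distances to cattle genes.

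Gene lists for breast and melanoma cells, blood cells, cell cycle, housekeeping, immediate early, ribosomal protein, histone and snoRNA host genes, for miRNA groups and for tissues that the samples should lack were fixed before the data were examined, as were the tests and most of the alternatives. For A375 against BT474 cells, the median log2 difference of each list with at least 3 measured genes was placed among 10000 random lists of the same size, matched on mean level in 20 bins. A gene called in 1 cell line only was set in the other to 0.5 of that list's lowest score, as a floor and not a measurement. Lists below percentile 2.5 or above percentile 97.5 were read as apart from random lists. Named in the text were the loci of Table S3, members of the described lists (2 to 4 per list were planned, and some lists have fewer or more), the 10 strong loci with the largest ratio between platforms, the 10 highest bison genes, the 10 highest bison genes with their strongest TSR over 100 bp from every annotated end, and the 5 strongest loci of each platform alone. Further sets were the genes with the most sRNA-seq loci in A375 cells and the bison miRNA loci. Within all these sets the examples printed were chosen by level, by difference or by what is known of the gene after their values were seen.

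Mean read lengths of Table S2, which are the paper's values, were compared over the 12 libraries sequenced on both platforms, paired by library, with an exact two-sided sign-flip test. Libraries of the same material, assay and replicate number were taken as the same library. The csRNA-seq and sRNA-seq libraries of a sample were treated as independent, although the paper made both from the same size-selected RNA. The methods were tested on simulated data with known overlaps, offsets, 8-fold differences and raised lists. All 4000 shared loci, 100 of 100 loci made 8-fold apart, 2000 of 2000 offsets and 50 of 50 raised lists were recovered, and 11 of 200 unchanged lists fell beyond the percentiles where 10 are given by chance. The planted loci and raised lists were 8-fold apart. Their recovery thus does not show how well differences near the 2-fold limit, or smaller list differences, are found. The alternatives changed the overlap rule, the threshold, the scale, the loci included, the fold, the distance, the annotation, the position of the TSR, the platform and the replicates, and 3 of them, loci called in the same replicates on both platforms and the gene match for bison from the centre or the most upstream base, were chosen after seeing the data. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.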

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

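The following signals are not described in the paper's text, although it compares the platforms over the small RNAs of BT474 and A375 cells. The test of loci below a score of 100 was chosen only after the result was seen.

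A375 cells had 3778 sRNA-seq loci on AVITI that overlap only protein-coding genes, against 275 in BT474 cells, and the A375 lists were 5.9 times (AVITI) and 4.46 times (Illumina) as long as the BT474 lists. Replicate 2 carried most of this, with 4099 A375 loci on AVITI and 3020 on Illumina against 692 and 727 in BT474 cells, while replicate 1 had 1605 and 1634 against 602 and 648. Genes with many such loci in A375 cells include CLTC, the clathrin heavy chain, with 17 on AVITI and 9 on Illumina. For loci at a score of at least 100, lower depth alone is argued against, since A375 cells still had at least 1.84 times as many as BT474 cells (769 against 359 on AVITI and 684 against 371 on Illumina), although at a score of at least 1000 the numbers were alike (175 against 162 and 171 against 173). For the weaker loci, which are most of the excess, lower depth stays open: the share of them that the other platform also listed was lower in A375 than in BT474 cells by at least 21.3 percentage points (43.5% against 88.4% on AVITI and 57.9% against 79.2% on Illumina). Fragments of longer RNAs are a candidate explanation that also stays open: loci in protein-coding genes or the mitochondrial genome made up 85.1% of the A375 loci on AVITI and 81.3% on Illumina, at least 41.5 percentage points more than in BT474 cells. Whether the cell lines differ in such fragments by their biology or by the handling of the RNA was not tested, and circularization on the benchtop is confined to A375 cells here but cannot act on the Illumina lists.

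BT474 cells listed miRNAs that are typical of blood cells on AVITI: MIR451A with a score of 847, MIR486-1 with 113, MIR150 with 63.7 and MIR223 with 21.9. On Illumina, MIR451A had 36.6, from replicate 1 where the AVITI score is from replicate 2, and the other 3 were not called, and none of these 4 was called in A375 cells. Other miRNAs of the same list had like scores on both platforms in BT474 cells: MIR126 had 2812 on AVITI and 3053 on Illumina, MIR363 had 326 and 306, and MIR142 had 148 and 126.

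The bison sRNA-seq list, whose loci the paper does not describe, holds 280 loci, of which 108 overlap an annotated miRNA gene. The highest of them is MIR451, a miRNA of red blood cells, with a score of 2319769 that comes from 1 replicate, as the other did not call it.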

How the results depend on the processing

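The alternatives with loci called in the same replicates and with the gene match for bison, from the centre or the most upstream base, were chosen only after the result was seen. Of 268 recomputed values for 48 results, 120 stayed within the margin set for their kind of result, 148 did not, and in 4 of these a median offset changed sign. Values are given in the order BT474, A375 and cattle unless named. The shares of csRNA-seq TSRs that are in both platforms depended on the rule for overlap. With a reciprocal overlap of 50% they were 87.7%, 86.8% and 89.5% of AVITI TSRs and 89.1%, 86.1% and 83.5% of Illumina TSRs. With centres within 25 bp they were 82.1%, 77.2% and 84.4% of AVITI and 83.4%, 76.6% and 78.8% of Illumina TSRs, and with strand ignored 90.8%, 90.8% and 92.4%, and 91.9%, 90.1% and 87.4%. At a threshold of 2 times the lowest score they were 94.8%, 95.3% and 94.9%, and 94.8%, 95.7% and 91.6%. Without replicate 1 or replicate 2 they ran from 81.0% to 83.7%, 86.2% to 87.2% and 84.4% to 88.2% for AVITI and from 84.0% to 88.0%, 85.6% to 88.0% and 80% to 88.8% for Illumina. For sRNA-seq, A375 shares were 49.1% of AVITI and 61.4% of Illumina loci with reciprocal overlap and 40.8% and 51.0% with centres within 25 bp. At 2 times the lowest score sRNA-seq shares were 97.0%, 64.1% and 95.6% of AVITI and 97.4%, 82.2% and 96.7% of Illumina loci. Without 1 replicate they ran from 46.0% to 64.7% and from 62.4% to 63.5% in A375 cells, and from 64.9% to 85.3% and from 54.5% to 90.5% in cattle, where the lowest value is that without replicate 1, from few loci. BT474 sRNA-seq shares stayed within their intervals under every alternative except the threshold.

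Correlations moved by less than 0.01 under both added constants, the threshold and without the 10 highest loci. With levels not log transformed, r was 0.9451 in A375 and 0.9913 in cattle csRNA-seq and 0.9847 in A375 sRNA-seq. Over the union of loci, with a missing locus set to 0.5 of the lowest score, r was 0.8508, 0.8075 and 0.8059 for csRNA-seq and 0.9356, 0.6707 and 0.9398 for sRNA-seq, which follows from the values set for loci on 1 platform. Over loci called in the same replicates, r was 0.9874 in cattle csRNA-seq and 0.9841 in A375 sRNA-seq. Counts of loci apart follow the fold: at 1.5-fold they were 874, 3555 and 2480 TSRs and 52, 524 and 24 sRNA loci, and at 4-fold 2, 10 and 17 TSRs and 1, 8 and 0 sRNA loci. At 2 times the lowest score they were 34, 141 and 208 TSRs and 3, 69 and 3 sRNA loci. In loci called in the same replicates they were 21, 165 and 22 TSRs, and 46 and 3 sRNA loci in A375 and cattle. All 6 counts were within 1.5 times without centring.

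TSR distances are given in the order BT474, A375 and bison. The share within 100 bp was 26.9%, 21.3% and 40.8% at 2 times the lowest score, 19.5%, 14.3% and 34.6% with protein-coding genes only, and 17.6% in A375 and 35.5% in bison for the most upstream base. It was 20.1%, 15.7% and 31.0% at 50 bp, 26.4%, 20.0% and 40.4% at 200 bp, 34.1%, 25.7% and 45.8% at 500 bp, and 55.0%, 56.3% and 73.9% of TSRs within 1000 bp. Counted from the annotation, 77.0%, 77.6% and 73.2% of ends with a TSR within 500 bp had one within 100 bp. Without replicate 1 or 2 the share ran from 25.2% to 26.2%, 19.4% to 20.5% and 38.8% to 40.8%. For bison it was 27.4% with 1 TSS per gene, 42.4% with strand ignored, 27.7% with the gene match and 28.4% with the gene match from the most upstream base. The share within 5 bp was 2.18%, 1.51% and 5.23% for the most upstream base, 36.2% in both human lines with protein-coding genes, 21.3%, 19.9% and 6.52% at a tolerance of 0 bp and 39.8%, 39.9% and 31.0% at 10 bp. Without 1 replicate it ran from 33.5% to 35.5% in BT474 and from 34.7% to 36.4% in A375. For bison it was 12.0% with 1 TSS per gene, 15.7% with strand ignored, 11.8% with the gene match and 3.94% with the gene match from the most upstream base. The median offset turned to -68, -71 and -47 bp for the most upstream base, as that base lies ahead of the centre. For bison it was 30 bp with 1 TSS per gene, 17 bp with strand ignored, 29 bp with the gene match and -44 bp with the gene match from the most upstream base. The bison share within 5 bp was below both human shares under every setting run for all 3 except the most upstream base. That base takes TSRs at the annotated base out of the 5 bp window, so it cannot test the order.

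Of 36 recomputed list values, 33 stayed on their side of the percentiles. On Illumina the mesenchymal list had a median of 2.54 (percentile 82.9), the blood miRNA list -2.36 (5.5) and the snoRNA host list -0.1 (87.9, from 0.23 on AVITI), and none was apart from random lists there. The median read length of Table S2 gave p = 0.0625 in the exact paired sign-flip test, the smallest possible with 7 ties. The mean read length without the replicate block, as unpaired groups, gave p = 0.0477 in a permutation test. With only 1 replicate of each pair left, p was 0.0312 in both cases. Apart from those named as following from their construction, the cause of these changes was not tested. No paired analysis was possible for the loci because the lists give no level per replicate.

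Not run were the Initiator and TATA box results with their alternatives, edgeR, DESeq2 and replicate blocks for the loci, 1 TSS per gene and strand ignored for human cells, Illumina for bison, distances for cattle, and lists for cattle against bison. A score of 20 stands for 6 to 8 reads in A375 sRNA-seq, so weak loci there rest on few reads. The share of loci in both platforms was lowest in that list pair, and whether depth is the cause was not settled.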

Differences from the paper's values

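For BT474 sRNA-seq the paper's correlation between platforms is r = 0.9995, and the log2 scores gave r = 0.994. For BT474 csRNA-seq the paper's value is r = 0.9998, and the log2 scores gave 0.9877. The paper used rlog counts of all joined loci, and the scores here cover loci listed on both platforms. No error accompanies the paper's values, so any difference counts. Of the alternatives set before the data were examined, none gave exactly the paper's value. For sRNA-seq, scores that were not log transformed gave 0.9997, which lies above the paper's value, and the others ran from 0.9356 over the union of loci to 0.9955 at a threshold of 2 times the lowest score. For csRNA-seq they ran from 0.8508 over the union of loci to 0.9899 with log2(score + 10).

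The paper's share of bison TSSs within 100 bp of an annotated 5' end is 45.5%, which is less than 1.5 times the 36.7% found here. It is more than 1.5 times away with 1 TSS per gene (27.4%), with the gene match without strand that was added after seeing the data (27.7%, or 28.4% from the most upstream base), among TSRs within 1000 bp (73.9%) and counted from the annotated ends (73.2%), and not so under the other alternatives. The value came within 1 percentage point of the paper's when the distance was set to 500 bp (45.8%). The paper's text does not state the denominator of its share or how strand was used for it. The paper's value and those found here may therefore not measure the same share.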

Other observations

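The gene match by which bison and human TSRs are compared in this part and the comparison of cattle TSRs called in the same replicates were chosen only after the result was seen. A375 and BT474 cells differed in genes of luminal breast cells and of dedifferentiated melanoma. Of 16 measured luminal and HER2 breast genes, 14 were at least 2-fold higher in BT474 cells and none in A375 cells. The list held 18 genes, and ESR1 and GATA3 had no level in either line. Starts inside genes, away from the outer gene ends, were not measured, so these genes need not be silent. Their median log2 difference was -4.35 for A375 minus BT474 (percentile 0.0 of matched random lists, most of which lay between -0.9 and 0.37). KRT19, a keratin of simple epithelia, had a score of 921 and SPDEF, a transcription factor of luminal cells, had 575 in BT474 cells, and neither was called in A375 cells. Epithelial miRNAs went the same way, with a median of -9.31 over 10 miRNAs (percentile 0.0): MIR200A had 54943 against 161 and MIR183 had 62441 against 2395. Of 10 melanoma dedifferentiation genes, 7 were at least 2-fold higher in A375 cells, with a median of 3.0 (percentile 99.8). CD44, a hyaluronan receptor, had 286 against 33.7, and SOX9 went the other way, with 242 against 2391. Mesenchymal genes had a median of 3.15 over 7 genes (percentile 99.8 on AVITI, 82.9 on Illumina), with 977 against 68.7 for SPARC, a matrix protein, and 53.2 against 255 for TWIST1. Of 9 melanocyte lineage genes 5 were at least 2-fold higher in A375 and 3 in BT474 cells, with a median of 1.5 that is not apart from random lists (percentile 93.2): RAB27A, which moves melanosomes, had 187 against 47.5, and TYR, the tyrosinase of melanin synthesis, had 28.9 against 109. Many of these genes were called in 1 line only, and the difference then rests on the floor set for the other.

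Lists that both lines share lay closer together. Random lists matched to them lay mostly below 0, so a small negative median can lie high among them. The medians were -0.1 for 75 ribosomal protein genes (percentile 100.0), -0.17 for 56 histone genes (99.8), 0.23 for 7 snoRNA host genes (99.0, but 87.9 on Illumina), -0.18 for 13 cell cycle genes (85.3), -0.28 for 12 housekeeping genes (84.1), -0.85 for 8 immediate early genes (48.7) and -0.51 for 17 ubiquitous miRNAs (56.8). The histone list was drawn by symbol and also holds the antisense RNAs H1-10-AS1 and H2BC6-AS1, which have levels, and an oocyte histone, which has none. AURKA, a mitotic kinase, had 2318 in BT474 and 458 in A375 cells. Blood miRNAs had a median of -3.54 over 8 (percentile 0.4, but 5.5 on Illumina), and MIR182 is in that list and in the epithelial list. Of 14 melanocyte miRNAs, 12 had no level in either line. MIR146A had 472824 in A375 against 777 in BT474 cells, and MIR204 was called in A375 cells only. Of genes of other tissues, SERPINA1 (23.8, hepatocyte) and MB (29.3, muscle) were called in BT474 cells on AVITI. NEFL (106), SNAP25 (31.3) and SYT1 (23.6), of neurons, were called in A375 cells on AVITI, with a median of 2.15 (percentile 92.4). MIR1-2 (463) was called in BT474 cells and MIR122 (35.3) in A375 cells on AVITI. On Illumina these genes were called in the same cells, except MIR122, which was not called. SNAP25 was called on Illumina in BT474 cells as well (23.7), and MIR217 was called there in A375 cells (21.9). None of 6 basal keratinocyte genes was called in either line.

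Bison blood had TSRs at genes of its white cells and platelets. All of 11 T cell genes, 10 B cell genes and 10 monocyte genes had a TSR, with median scores of 141, 130 and 175. Of 11 neutrophil genes 9 had one, with a median of 850. Of 7 platelet genes 4 had one (median 504), as did 6 of 9 NK and cytotoxic genes (112), 3 of 5 eosinophil genes (59.2) and 7 of 9 interferon response genes (379), among them IFIT2 with 777. Of 9 erythroid genes only AHSP (20.1), SLC4A1 (28.9) and HBM (44.3) had a TSR, and the globin genes HBA, HBA1 and HBB had none in the list. Of 13 cell cycle genes 5 had a TSR (median 53.7), of 10 immediate early genes 9 (522), of 11 housekeeping genes 8 (966), of 75 ribosomal protein genes 66 (389), and the 1 snoRNA host gene in the annotation had 117. None of 7 hepatocyte, 7 muscle and 6 neuron genes had a TSR, and the symbols of the histone list are not in the bison annotation. Among bison miRNAs, MIR25 had 1354739 and MIR191 822276, each in 1 replicate only, and MIR186 had 264611 in both. MIR142, a miRNA of blood cells, had 48087.

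The mean trimmed read lengths of Table S2, which are the paper's values, were shorter on AVITI in 12 of 12 libraries, by a mean of -2.38 bp (SD 1.11, AVITI minus Illumina; exact paired sign-flip test, two-sided, p = 0.000488, the smallest that 4096 sign patterns can give). The difference was -4.5 bp in A375 csRNA-seq replicate 1 and -0.5 bp in cattle sRNA-seq replicate 1. The median read length was shorter on AVITI in 5 of 12 libraries, equal in 7 and longer in none, with a mean difference of -1.17 bp (exact p = 0.0625, the smallest that 5 unequal pairs can give). The GC content of the same libraries differed by -0.33 percentage points (lower on AVITI in 5 of 12, equal in 5 and higher in 2, exact paired sign-flip test, p = 0.438). By the paper's Methods, both assays start from the same size-selected RNA of a sample. The 12 libraries are thus not 12 independent samples, and these tests treat them as such.

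In cattle csRNA-seq, 468 TSRs were at least 2-fold apart between platforms, 22 of the 22379 called in the same replicates on both platforms and 446 of the other 5759. The score leaves out a replicate that did not call the TSR, and where replicate 1 alone called it on 1 platform and both replicates on the other, the log2 score of the former was higher by a median of 0.43 over 3549 TSRs. For replicate 2 alone it was lower, with a median of -0.47 over 1516 TSRs, so leaving out a replicate moves the score either way. Sampling noise at low scores is also a candidate explanation, since 83.1% of the 468 TSRs lay below the median level of all paired TSRs. The split by replicate calls goes with the first explanation and leaves noise open, since whether noise decides which replicates are called was not tested, and no biological explanation was tested.

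Measured from their centres, bison TSRs lay within 5 bp of the annotated end less often than human TSRs. Measured from their most upstream base, bison TSRs did so more often (3.94% against 2.18% in BT474 and 1.51% in A375 cells). That placement moves nearly all TSRs by the same distance and takes those at the annotated base out of the 5 bp window. It therefore cannot test the order, and the values below are for the centres. Loss of precision from the depth of the bison libraries is argued against: of TSRs placed at the same base in both replicates, 13.3% (12.3 to 14.4) of bison TSRs within 250 bp of a gene end lay within 5 bp of it, against 37.7% in BT474 and 42.3% in A375 cells. Predicted transcript models may contribute, since 7.15% of predicted ends near a TSR had one within 5 bp against 21.6% of curated ends. Curated genes differ from predicted ones in other ways, and differences between blood and cultured cells and between species were not tested and stay open.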
